# Gene expression responses in male fathead minnows exposed to binary mixtures of an estrogen and antiestrogen

**DOI:** 10.1186/1471-2164-10-308

**Published:** 2009-07-13

**Authors:** Natàlia Garcia-Reyero, Kevin J Kroll, Li Liu, Edward F Orlando, Karen H Watanabe, María S Sepúlveda, Daniel L Villeneuve, Edward J Perkins, Gerald T Ankley, Nancy D Denslow

## Abstract

**Background:**

Aquatic organisms are continuously exposed to complex mixtures of chemicals, many of which can interfere with their endocrine system, resulting in impaired reproduction, development or survival, among others. In order to analyze the effects and mechanisms of action of estrogen/anti-estrogen mixtures, we exposed male fathead minnows (*Pimephales promelas*) for 48 hours via the water to 2, 5, 10, and 50 ng 17α-ethinylestradiol (EE_2_)/L, 100 ng ZM 189,154/L (a potent antiestrogen known to block activity of estrogen receptors) or mixtures of 5 or 50 ng EE_2_/L with 100 ng ZM 189,154/L. We analyzed gene expression changes in the gonad, as well as hormone and vitellogenin plasma levels.

**Results:**

Steroidogenesis was down-regulated by EE_2 _as reflected by the reduced plasma levels of testosterone in the exposed fish and down-regulation of genes in the steroidogenic pathway. Microarray analysis of testis of fathead minnows treated with 5 ng EE_2_/L or with the mixture of 5 ng EE_2_/L and 100 ng ZM 189,154/L indicated that some of the genes whose expression was changed by EE_2 _were blocked by ZM 189,154, while others were either not blocked or enhanced by the mixture, generating two distinct expression patterns. Gene ontology and pathway analysis programs were used to determine categories of genes for each expression pattern.

**Conclusion:**

Our results suggest that response to estrogens occurs via multiple mechanisms, including canonical binding to soluble estrogen receptors, membrane estrogen receptors, and other mechanisms that are not blocked by pure antiestrogens.

## Background

Worldwide, aquatic organisms are exposed to mixtures of chemicals (e.g., pharmaceuticals, pesticides, and industrial chemicals), which enter the environment through wastewaters as well as other sources. Many of these chemicals are capable of interfering with endocrine signaling via a complex array of biomolecules (e.g., hormones) to regulate processes such as reproduction and metabolism. These endocrine disrupting chemicals (EDCs) alter signaling through a variety of mechanisms including binding to soluble sex hormone receptors or membrane receptors and acting as agonists or antagonists, or by inhibiting/inducing enzymes and proteins, which produce naturally occurring steroid hormones. Compared to other chemical pollutants, EDCs are likely to have effects at relatively low concentrations [1].

Of the EDCs, xenoestrogens have been the most studied because estrogenic effects have been observed in field studies of fish and wildlife populations [2-4]. In oviparous animals such as fish, a sensitive and robust biomarker (i.e. vitellogenin, VTG) exists for evaluating exposure to xenoestrogens. Early studies of sewage treatment effluents attributed the feminization of fish to exposure to mixtures of natural (e.g., estrone and 17β-estradiol, E_2_) and synthetic (e.g., 17α-ethinylestradiol, EE_2_) estrogens [1,5]. One of the most potent estrogens known is EE_2_, a pharmaceutical that is one of the active ingredients in contraceptives. Indeed, EE_2 _has been shown to be up to 27 times more potent than E_2 _[6]. In the United States, EE_2 _use is estimated at 170 kg/yr [7]; and in the United Kingdom, its use is roughly 26 kg/yr [8]. Measured EE_2 _surface water concentrations in the United States, United Kingdom, The Netherlands, and Germany range from 0.5 to 15 ng/L [7], and it has been frequently measured in United States streams [9].

In laboratory studies, exposures of fish to environmentally relevant EE_2 _concentrations cause a variety of effects that include testis-ova (the appearance of both sperm and egg follicles in the testis), increased plasma VTG concentrations, reduced gonad size, and altered sex ratios. Studies have used exposure durations of various lengths, including short (≤ 7 days of exposure), intermediate (7 to 28 days exposure), and long (> 28 days) term. In female fish, environmentally relevant EE_2 _exposures can increase plasma VTG concentrations [10-12] and decrease egg production [13] in long-term studies, but seem to have little or no effect on fecundity for intermediate length exposures [10,12]. In some studies, long-term exposure to EE_2 _completely inhibits spawning in fish [11,14].

Long-term EE_2 _exposure of embryos has been shown to disrupt sexual differentiation of male fish. Fathead minnow (FHM, *Pimephales promelas*) embryos continuously exposed to EE_2 _concentrations as low as 4 ng/L did not clearly sexually differentiate at 176 days post-fertilization [12]. Similarly, continuous exposure of zebrafish (*Danio rerio*) embryos to EE_2 _concentrations as low as 3 ng/L resulted in all fish having ovaries [11]. EE_2 _also reduced gonad size and circulating testosterone (T) levels [15], increased VTG [11,12,16], and arrested the developmental transition of the gonads of genetically male zebrafish [11]. The steroid also can cause hepatotoxicity, nephrotoxicity and gonadotoxicity [17]. Overall, studies to date suggest that exposure to EE_2 _elicits adverse effects on fish reproduction primarily through the feminization of male fish, and in females through cessation of spawning. These findings have alerted scientists and environmental regulators to the potential for severe adverse effects on aquatic populations [18], and, potentially, aquatic ecosystems [19]. The current research was conducted to provide a better understanding of the mechanistic basis for effects of estrogenic chemicals in fish.

Effects on gene expression have been investigated with short- and intermediate-term exposures to EE_2 _[20-22] in order to discover gene expression profiles indicative of potential adverse effects. In addition to affecting gene expression through soluble nuclear hormone receptors, it is now clear that sex hormones can also bind directly to membrane receptors and enact immediate changes in signaling via non-genomic pathways [23,24]. Specific sex hormone receptors in membranes have been identified in fish testis and ovaries for E_2 _[25,26], T [27] and progestins [28]. It is difficult to distinguish gene transcription regulation through classical receptor-dependent mechanisms, where estrogen receptor homo- and heterodimers bind to estrogen receptor elements in promoters, from action due to binding of estrogen receptors (ERs) to other transcription factors that activate through Sp1 (stimulatory protein 1) or AP-1 (activating protein 1) binding sites or that activate signaling cascades that start at the membrane. ZM189,154 (ZM) was produced by Astra-Zeneca (Alderly Park, Cheshire, UK) and there are reports that it functions as a "pure" antiestrogen in mammals [29] and in fish [30,31], meaning that it will bind to and inhibit activation of the ERs in all tissues. But even pure antiestrogens appear to fail in this regard with some genes that are regulated by E_2 _[32,33]. ICI 182,780, the most studied pure antiestrogen, can bind to membrane receptors of GnRH-producing GT1-7 cells and displace binding of E_2 _coupled to bovine serum albumin [34], suggesting that its binding to membrane receptors is inhibited, but it is not clear if this influences all E_2 _membrane activity [32]. The Atlantic croaker G protein-coupled receptor 30 has been shown to function as a membrane-bound estrogen receptor and its function is agonized by ICI 182,780 [35]. Other E_2 _activated pathways may not be inhibited by ICI 182,780, as has been shown for E_2_-stimulated gene regulation through an SP1 site [33]. ZM interactions with membrane receptors have not been studied.

Unlike mammalian species, as many as three to four different ERs have been identified in teleost fish [31,36-38] making evaluation of gene regulation by different ER isotypes even more challenging to understand than in mammalian systems. Using *in vitro *transfection experiments for largemouth bass (*Micropterus salmoides*) ERs, we have determined that ZM is equally effective at antagonizing the three soluble receptors [31].

A few studies have investigated the effects of estrogenic mixtures on fish [20,39,40] and the binary mixture of E_2 _with tamoxifen and letrizole, two antiestrogens [41]. However, no studies in fish have investigated the effects of a mixture of EE2 with the potent anti-estrogen, ZM. In this study, the objective was to determine changes in steroidogenesis and in gene expression profiles associated with different exposures by exposing adult male FHM to aqueous doses of EE_2_, (2, 5, 10 and 50 ng/L); to the pure antiestrogen, ZM (100 ng/L); and to mixtures of EE_2 _and ZM. The hypothesis we tested was that ZM in the mixture would block the action of EE_2 _on soluble ERs in the FHM gonad and effectively block gene expression changes observed with EE_2 _alone.

## Results

### Water Chemistry

Two distinct experiments were performed. In Exp 1, FHM were treated with three concentrations of EE_2 _(2, 10 and 50 ng EE_2_/L), 100 ng ZM/L or a mixture of 50 ng EE_2 _with 100 ng ZM/L. In Exp 2, FHM were treated with vehicle, 5 ng EE_2_/L or with a mixture of 5 ng EE_2 _with 100 ng ZM/L. Water concentrations of EE_2 _alone and in the mixture were close to target values but decreased after 24 h when they were again renewed to target concentrations (Table 1). Actual concentrations of ZM were not measured.

**Table 1:** Chemical analysis of water exposures.

	***EE2 Conc, ng/L^a^***			
	***Spike***	***SE^b^***	***24 h Post spike^c^***	***SE***

**Experiment 1**				
TEG^d^	BDL^e^		BDL	
EE2-2	1.16	0.12	0.23	0.03
EE2-10	9.02	0.59	0.13	0.05
EE2-50	57.92	0.61	6.84	1.43
Mixture EE2-50/ZM-100	60.36	1.82	24.3	2.07
				
**Experiment 2**				
TEG	BDL		BDL	
EE2-5	2.98	0.17	2.78	0.41
Mixture EE2-5/ZM-100	3.50	0.30	0.73	0.1

a, Detection limit for the ELISA in 50 ng/L

b, SE, Standard error

c, Concentration of EE2 in tank at the end of 24 h and before exposure solutions were replaced

d, TEG, triethylene glycol; EE2, 17α-ethinylestradiol; ZM, ZM 189,154

e, BDL, below detection limit

### Biological responses

There were no mortalities in any of the treatments. Changes in plasma T and VTG were assessed only for a subset of the exposures for Exp 1 (10 and 50 ng EE_2_/L, 100 ng ZM/L and the mixture of 50 ng EE_2_/L and 100 ng ZM/L) and only plasma VTG was assessed for exposures for Exp 2. Within 48 h, plasma T levels in males were dramatically reduced in all treatments that were measured for Exp 1 (Figure 1A). In the same time frame there was a significant increase in plasma VTG for the two EE_2 _concentrations tested, and for the mixture of 50 ng EE_2_/L and 100 ng ZM/L (Figure 1B). Exposure to 100 ng ZM/L alone did not induce VTG. In the second experiment plasma VTG was significantly up-regulated for the 5 ng EE_2_/L and for the mixture of 5 ng EE_2 _with 100 ng ZM/L (Figure 1C).

**Figure 1:**
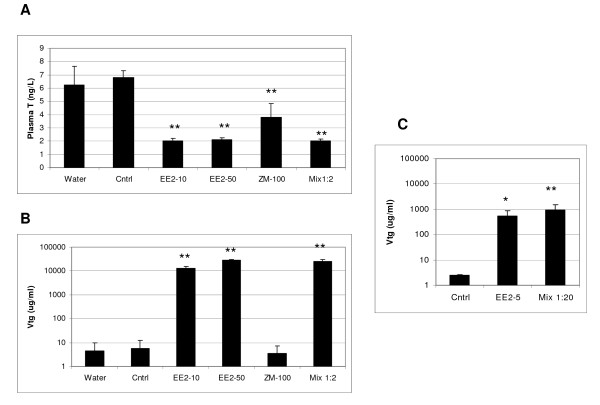
**Phenotypic anchoring measurements for male fathead minnows**. (A and B) Experiment 1. (A) Plasma T concentrations (ng/mL), (B) Plasma vitellogenin concentrations (μg/mL) in the same fish samples. (Cntrl) triethylene glycol control, (EE_2_-10) 10 ng EE_2_/L, (EE_2_-50) 50 ng EE_2_/L, (ZM-100) 100 ng ZM/L, (Mix 1:2) 50 ng EE_2_/L and 100 ng ZM/L. (C) Experiment 2. Plasma VTG concentrations (μg/mL). (EE_2_-5) 5 ng EE_2_/L; (Mix 1:20) 5 ng EE_2_/L and 100 ng ZM/L. Significance ** P ≤ 0.001 and * P ≤ 0.05.

### Microarray Results

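In the first experiment (Exp 1), testis RNA of adult male FHM was taken after 48 h and hybridised to the 2 K oligonucleotide array in 5 groups of 4 fish, with 1 array for each fish. The groups were a non-solvent control, a triethylene glycol (TEG) solvent control, fish given 50 ng EE2/L (EE2-50), fish given 100 ng ZM/L (ZM-100) and fish given both (Mix). EE2 is the synthetic estrogen of contraceptive pills, and ZM is an antiestrogen that binds the soluble estrogen receptors. Testis RNA was labelled with Cy5 and a reference pool of liver, brain and gonad RNA from both sexes with Cy3, so each value is the log2 ratio of testis over the pool. No array had its dyes swapped, so a probe's dye bias stays in its ratio but is shared by all groups. The array holds 5131 probes in 2 spots each, of which 208 probes name 97 genes, among them CYP17 and CYP19 of steroid synthesis, estrogen receptors alpha and beta, vitellogenin, heat shock proteins and plasma proteins of the liver. The other probes carry only clone names in the tables used here, so most of them cannot be given a gene. The median Cy5 signal per array was 83.5 to 192 in the non-solvent control (median 144.5), 82 to 99 in the TEG control (94.8), 86 to 178 in EE2-50 (128), 107 to 123 in ZM-100 (111.5) and 93 to 112.5 in Mix (104), over a local background of 39 to 58. By the methods, the authors took log2 ratios of median pixel intensities from Feature Extraction (version 8.1.1.1 in the file headers), normalized them by LOWESS and scaled them between arrays. Here the scanner's median signals were background corrected by normexp with an offset of 50, normalized by loess within arrays and scaled between arrays, and the 2 spots of a probe were averaged. A probe was tested if its Cy5 signal was well above background on at least 4 arrays, which kept 4630 of 5131 probes. All 20 arrays entered a single limma fit with a shared estimate of the spread, and p-values were adjusted by Benjamini-Hochberg. The arrays lie on 10 slides read in 3 scans, and scan 1 held only replicates 1 and 2 of the non-solvent control and of EE2-50, while all TEG control, ZM-100 and Mix arrays were in scans 2 and 3. On simulated data with 200 changed probes, the EE2-50 comparison recovered 57% of changes of 1.5-fold, 73% of changes of 1 on the log2 scale and 90% of changes of 2, and the number of arrays limits this precision.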

As described in the Methods section, two microarray experiments were performed, one using testis from FHM exposed to 50 ng EE_2_/L, 100 ng ZM/L and a combination of both and another using testis from FHM exposed to 5 ng EE_2_/L or to a combination of 5 ng EE_2 _with 100 ng ZM/L. The rest of the samples from other EE_2 _doses were reserved for the quantitative real time PCR (Q-PCR) experiments described below. Samples from the first experiment were analyzed using a 2,000 gene oligonucleotide microarray, and the results are shown in the two sided hierarchical cluster in Figure 2A. The heat map represents genes differentially expressed (*p *< 0.01) between testis of vehicle control and treated fish. We analyzed four biological samples for each of the exposures; each column in Figure 2A represents one of the samples. As expected, control fish clustered together, whereas fish treated with EE_2 _alone or with a combination of EE_2 _and ZM formed a different cluster. 

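Transferrin and retinol binding protein 4, plasma proteins made mainly by the liver, were highest on the same array in each of the 5 groups of Exp 1. The log2 ratio of transferrin was -0.59 on EE2-50 replicate 1, where the next highest array of that group had -3.04. It was -1.70 on Mix replicate 4 (next highest -3.35), -1.11 on non-solvent control replicate 3 (next highest -2.34), -1.61 on TEG control replicate 1 (next highest -3.22) and -0.68 on ZM-100 replicate 2 (next highest -3.67). Retinol binding protein 4 had log2 ratios of -1.11, -1.41, -1.16, -2.53 and -0.67 on these 5 arrays, in the same order. Complement C3S, another plasma protein of the liver, was also highest on these arrays, with 0.23 on EE2-50 replicate 1. Over the 4630 tested probes, the EE2-50 and Mix arrays correlated with each other at a mean Pearson r of 0.901, the TEG control, non-solvent control and ZM-100 arrays at 0.933, and arrays of the first set with arrays of the second at 0.908. The mean r within the sets exceeded that between them by 0.0157 (one-sided permutation test, 100000 resamples, p = 0.045), and by 0.0138 from the scanner's processed signals (p = 0.053 in the same test); over the 500 most variable probes it was 0.0303 (p = 0.0064). Over all tested probes this excess came from the second set, since the mean r within the first set (0.901) was below that between the sets (0.908). The test therefore does not show that EE2-50 and Mix arrays resemble each other. Its value pools both sets, so the processed signals and the most variable probes do not show which set gave the excess there. Slides mostly held a single group, so the test also cannot tell treatment from slide. In an average-linkage tree over all tested probes, EE2-50 replicate 1 and Mix replicate 4 branched off from the other 18 arrays. At 4 branches, non-solvent control replicate 3, TEG control replicate 1 and ZM-100 replicate 2 formed a branch together, and the other 15 arrays, from all 5 groups, shared another. The 5 arrays outside that last branch are those with the highest transferrin and retinol binding protein 4 in their groups.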

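Fatty acid binding protein 11, a carrier of fatty acids inside cells, had a log2 ratio of -0.84 ± 0.22 (SD, n = 4) in ZM-100 testis and -0.06 ± 0.08 (SD, n = 4) in the TEG control. This log2 difference of -0.78 (standard error 0.18, adjusted p = 0.304 from limma) did not pass the test, nor did the -0.58 (standard error 0.14) of its second probe, although the 4 ZM-100 arrays lay below all 4 TEG control arrays on both. Creatine kinase M3, an enzyme of muscle energy supply, differed by 0.30 and 0.23 on its 2 probes, and heat shock factor 2, a transcription factor of the stress response, by 0.14 and 0.21, none past the test. CYP17, the enzyme that turns progestogens into androgen precursors, differed by -0.93 and -0.90 (standard errors 0.54 and 0.51, adjusted p = 0.999 for both from limma), and the yolk precursor vitellogenin by -0.71 and -0.95 (standard errors 0.85 and 1.16). The second CYP17 probe differed by -1.36 without ZM-100 replicate 2 and -0.60 without replicate 1, and the first vitellogenin probe by -0.22 without replicate 2 and -0.98 without replicate 1. The probes of Na K ATPase alpha subunit 3 (0.36, or 0.21 without ZM-100 replicate 1, and -0.13), of myoblast determination protein (-0.43 and 0.15) and of heat shock protein 90 alpha (-0.12 and 0.05) disagreed in sign. Alpha amylase, a digestive enzyme of the pancreas, reached a log2 ratio of 7.47 on ZM-100 replicate 1 and at most 1.56 on the other 3 arrays of the group. P450 2M1 differed by -0.75 (standard error 0.33, adjusted p = 0.996 from limma), with -1.54 on ZM-100 replicate 2, without which the difference was -1.13, and at most -2.96 on the other 3 arrays of the group. Of the 94 named genes tested, 12 had an unadjusted p under 0.05 for ZM-100 against the TEG control, 7 of them higher and 5 lower, and none passed the adjusted test. Each gene was counted by its probe with the smallest p, here and in the later counts of named genes. These 94 genes have 187 tested probes, which raises such counts, so they cannot be set beside the share over all probes. Over all 4630 probes, 224 had an unadjusted p under 0.05 from limma, where chance gives about 232, against 335 for Mix and 738 for EE2-50 compared with the same control. For ZM-100, 0 probes passed at an adjusted p under 0.05 from limma and 0 from a Tukey comparison with the group as its only factor, which gave 59 probes at an unadjusted p under 0.05, and 15 probes (2 up-regulated and 13 down-regulated) had an unadjusted p under 0.01 with at least a 1.5-fold difference. With limma's array weights 20 probes passed the adjusted test, with only these 2 groups in the fit 3 passed, and without the 5 arrays highest in liver transcripts, an alternative added after the data were seen, 2 passed.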

Exposure to ZM alone showed the least difference compared to solvent controls; however, even in this comparison there were some differences, suggesting that ZM can influence up- and down-regulation of gene expression in males. There were minor differences between the non-solvent and solvent controls (data not shown).

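Elongation factor 1 alpha, which brings aminoacyl-tRNA to the ribosome, had a log2 ratio of 3.98 ± 0.67 (SD, n = 4) in the non-solvent control and 5.40 ± 0.29 (SD, n = 4) in the TEG control. This difference of -1.42 (standard error 0.37, adjusted p = 0.147 from limma) and the -1.25 of its second probe did not pass the test. Glutathione S transferase, a detoxifying enzyme, differed by -1.29 and -1.31, subunits II and III of cytochrome c oxidase, encoded by mitochondrial DNA, by -0.63 to -1.07, and 28S ribosomal RNA by 0.37 to 1.11 over its 4 probes, none past the test. CYP19, the aromatase that makes estrogens, differed by 0.51 and 0.38 (standard errors 0.20 and 0.16), and CYP17 by -0.29 and -0.26 (standard errors 0.54 and 0.51). The first CYP17 probe differed by 0.04 without non-solvent control replicate 1 and by -0.76 without TEG control replicate 4, and without the latter array subunit III of cytochrome c oxidase differed by -0.49 on 1 probe. Heat shock factor 2 differed by -0.34 (standard error 0.07, adjusted p = 0.117 from limma) on 1 probe and by -0.01 on the other. Inter alpha trypsin inhibitor heavy chain 2, a liver plasma protein, differed by 0.50 (standard error 0.12, adjusted p = 0.147 from limma) on 1 probe and 0.12 on the other. Beta globin of red blood cells reached 5.75 on non-solvent control replicate 4 and 6.56 on TEG control replicate 4, and at most 1.57 on the other 6 arrays of both controls. Of the named genes, 16 had an unadjusted p under 0.05, 12 of them higher in the non-solvent control and 4 lower. Over all probes, 0 passed at an adjusted p under 0.05 from limma and 0 from the Tukey comparison, 674 had an unadjusted p under 0.05 from limma and 156 from the Tukey comparison, and 103 (54 higher and 49 lower) met the paper's p of 0.01 and 1.5-fold. With limma's array weights 209 probes passed, and with scan day as a block none passed and 500 had an unadjusted p under 0.05. Scan 2 and scan 3 each held 1 non-solvent control array against 2 TEG control arrays, too few to decide within a scan. Without Mix replicate 3, 1 probe passed.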

**Figure 2:**
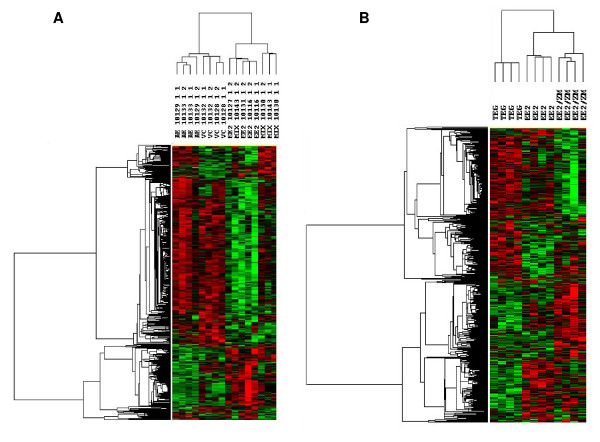
**Bi-directional hierarchical cluster analysis of gene expression changes**. Green indicates down-regulation relative to control and red indicates up-regulation relative to control. Fathead minnows were exposed to (A) 50 ng EE_2_/L (EE_2_), 100 ng ZM/L (ZM), a mixture of 50 ng EE_2_/L and 100 ng ZM/L (Mix), or TEG control (Cntrl). Array analysis was on the 2 K array. (B) 5 ng EE_2_/L (EE_2_), a mixture of 5 ng EE_2_/L with 100 ng ZM/L (EE_2_/ZM) or TEG control (Cntrl). Array analysis was on the 22 K array. Top, clustering was performed by treatment; side, clustering was performed by gene. Each column represents a different array.

Exposure to 50 ng EE_2_/L caused many differences in gene expression. 

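Heat shock factor 2 fell in EE2-50 testis, from a log2 ratio of -0.40 ± 0.07 (SD, n = 4) in the TEG control to -0.88 ± 0.13 (SD, n = 4), a log2 difference of -0.48 (standard error 0.07, adjusted p = 0.0142 from limma). Its second probe differed by -0.20 without passing the test. Elongation factor 1 alpha fell from 5.40 to 3.69 ± 0.48 (SD, n = 4), a difference of -1.71 (standard error 0.37, adjusted p = 0.0381 from limma), with -1.52 on its second probe, which did not pass. Glutathione S transferase differed by -1.76 (standard error 0.42, adjusted p = 0.0596 from limma) and -1.75, heat shock protein 90 beta, a protein chaperone, by -1.17 and -1.05, and cytochrome c oxidase subunit II by -1.16 and -0.70, none of which passed. MAP kinase kinase 6, a kinase of stress signalling, differed by -0.31 and -0.33, also without passing. Inhibin beta b, a subunit of inhibins and activins, was not well above background on any EE2-50 array at 1 probe. By group means it was 1.27-fold lower in Cy5 there than in the TEG control, where 3 of 4 arrays measured it. Its log2 ratio differed by -0.30 (adjusted p = 0.13 from limma), and that of its other probe by -0.31. Reticulocalbin 3, a calcium-binding protein of the endoplasmic reticulum, differed by 1.37 and 0.85, 28S ribosomal RNA by 0.21 to 1.11, selenoprotein by 0.20 on both probes and 60S ribosomal protein L29 by 0.07 to 0.46 over its 4 probes, none past the test. Complement C3 H1 and alpha 2 plasmin inhibitor, plasma proteins of the liver, differed by 0.77 and by 0.66 and 0.70 on the probes measured on all arrays, none past the test. Of each, 1 further tested probe was not well above background on any EE2-50 array, and the TEG control, with 2 and 3 of its 4 arrays above background, was at least 1.07-fold and, by group means, 1.08-fold higher in Cy5 there (adjusted p = 0.13 and 0.172 from limma for the ratios, which were higher in EE2-50). These Cy5 values set the brighter group's mean level after loess and Aquantile against, on each dim array, the higher of the probe's own level and the lowest level well above background, and are open to dye bias. For inhibin beta b and alpha 2 plasmin inhibitor the probe's own level was the higher, so their values are plain differences of means and no bounds. Vitellogenin differed by 1.21 (0.61 without EE2-50 replicate 1 and 1.79 without replicate 2) and 0.69 (standard errors 1.16 and 0.85), estrogen receptor alpha by 0.13 (0.02 without EE2-50 replicate 1) and 0.05, the androgen receptor by 0.00 and 0.03, and CYP19 by 0.23 (0.11 without EE2-50 replicate 4 and 0.36 without TEG control replicate 3) and 0.17, none past the test. EE2-50 replicate 1, the array of that group highest in transferrin and retinol binding protein 4, was also highest in vitellogenin. Of the 94 named genes, 2 passed the adjusted test, both down-regulated, and 21 had an unadjusted p under 0.05, 13 up-regulated and 8 down-regulated. Among probes without a gene name, chosen after their values were seen, EA_Pp_11906 rose by 0.85 (adjusted p = 0.0217 from limma) and EA_Pp_13067 fell by 0.71 (adjusted p = 0.0163 from limma). In all, 52 of 4630 probes passed at an adjusted p under 0.05 from limma in EE2-50, 9 up-regulated and 43 down-regulated, none passed from the Tukey comparison (205 at its unadjusted p under 0.05), and 122 (37 up-regulated and 85 down-regulated) met the paper's p of 0.01 and 1.5-fold. Of the 2 controls, only the TEG control gives these calls: against the non-solvent control, a comparison added after the data were seen, heat shock factor 2 differed by -0.14 (adjusted p = 0.909 from limma) and elongation factor 1 alpha by -0.29 (adjusted p = 0.957 from limma), and 0 probes passed (199 at an unadjusted p under 0.05). With slide as a random block 23 probes passed, all among the 52, with scan day as a block 15, of which 10 were among the 52, with only these 2 groups in the fit none (500 at an unadjusted p under 0.05), and without the 5 arrays highest in liver transcripts, an alternative added after the data were seen as were both scan alternatives, 1; within scan 2 and within scan 3 none passed (175 and 403), but each holds 1 EE2-50 array, too few to decide. Without EE2-50 replicates 1, 2, 3 or 4 the count was 12, 1, 109 or 0, without TEG control replicates 1, 2 or 4 it was 0, 11 or 18, and without non-solvent control replicate 4, Mix replicate 1 or ZM-100 replicates 1 or 3 it was 29, 34, 31 or 33. Heat shock factor 2 did not pass without EE2-50 replicate 4 (adjusted p = 0.0623 from limma), TEG control replicate 1 (0.0661) or the 5 liver arrays (0.0876), with differences of -0.42 to -0.48, about as large as with all arrays. From the scanner's processed signals and from the deposited log ratios, the difference of elongation factor 1 alpha was smaller, -0.87 and -0.88, and did not pass (adjusted p = 0.399 and 0.424 from limma). Elongation factor 1 alpha also did not pass with slide as a random block (-1.71, adjusted p = 0.0662 from limma), scan day as a block (-1.36, 0.159), without background correction (-1.46, 0.0552), with normexp at offset 0 (-1.25, 0.222), without between-array scaling (-1.24, 0.12), without the 5 liver arrays (-1.61, 0.174), or, with differences of -1.58 to -1.72, without any 1 of EE2-50 replicates 1, 2 and 4 (0.101, 0.128 and 0.104), TEG control replicates 1, 2 and 4 (0.105, 0.11 and 0.0955), non-solvent control replicate 4 (0.0517), Mix replicate 1 (0.0508) and ZM-100 replicates 1 and 3 (0.0528 and 0.0511).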

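CYP17 had a log2 ratio of 2.18 ± 1.04 (SD, n = 4) in the TEG control, 0.43 ± 0.51 (SD, n = 4) in EE2-50 and 0.42 ± 0.51 (SD, n = 4) in Mix on its first probe. Against the TEG control the log2 difference was -1.75 in EE2-50 (standard error 0.54, adjusted p = 0.144 from limma) and -1.77 in Mix (standard error 0.54, adjusted p = 0.425 from limma), and Mix minus EE2-50 was -0.02 (standard error 0.54, adjusted p = 0.994 from limma). The second CYP17 probe differed by -1.57 in EE2-50 and -1.72 in Mix, and none of these differences passed the test. Heat shock factor 2 lay at -0.49 ± 0.06 (SD, n = 4) in Mix, 0.39 above EE2-50 (standard error 0.07, adjusted p = 0.176 from limma) on 1 probe and 0.25 above it on the other, with all 4 Mix arrays above all 4 EE2-50 arrays on both. Glutathione S transferase was 0.96 and 0.84 higher in Mix than in EE2-50, elongation factor 1 alpha 0.76 and 0.61, and lactate dehydrogenase A, an enzyme of glycolysis, 0.28 and 0.26, none past the test. Glucose 6 phosphate 1 dehydrogenase, which makes NADPH, was lower in Mix than in EE2-50 by -0.33 and -0.30 on the log2 scale, 28S ribosomal RNA by -0.66 to -1.11 and 18S ribosomal RNA by -0.40 to -1.64, also without passing. Against the TEG control, heat shock protein 90 beta differed by -1.09 and -1.16 in Mix, and vitellogenin by 2.03 and 1.34 (standard errors 1.16 and 0.85), and without Mix replicate 4 the larger of these was 0.75. Averaged over its probes, vitellogenin was 5.15 on Mix replicate 4 and 1.66 on the next highest Mix array. Mix replicate 4 is also the array of its group highest in transferrin and retinol binding protein 4. Of the named genes, 8 had an unadjusted p under 0.05 between Mix and EE2-50, 3 higher in Mix and 5 lower. Between Mix and EE2-50, 0 of 4630 probes passed at an adjusted p under 0.05 from limma and 0 from the Tukey comparison, with 379 and 80 at an unadjusted p under 0.05, and 22 met the paper's p of 0.01 and 1.5-fold. Against the TEG control 1 probe passed in Mix, EA_Pp_14666, which has no gene name and was chosen after its values were seen; it rose by 1.103 (standard error 0.16, adjusted p = 0.0196 from limma) and by 0.88 in EE2-50. No probe passed in Mix without any 1 of the Mix replicates 1, 2, 3 and 4 or of the TEG control replicates 1, 2, 3 and 4, or with the replicate block (347 at an unadjusted p under 0.05), 3 passed without ZM-100 replicate 1, and between Mix and EE2-50 1, 1 or 4 passed without non-solvent control replicate 2, EE2-50 replicate 2 or EE2-50 replicate 3. At the paper's p of 0.01 and 1.5-fold, 10 probes were up-regulated and 28 down-regulated in Mix, of which 2 and 19 were also so in EE2-50; both lists rest on the same TEG control arrays, which alone makes them share probes. The log2 differences of EE2-50 and Mix from the TEG control correlated across probes at r = 0.73 (jackknife standard error 0.19) with a covariance of 0.129, where unchanged groups against the same controls gave a mean r of 0.49 (-0.38 to 0.87) and a covariance of 0.0719 in 100 simulations. Probes are not independent replicates. With the TEG control arrays split between both comparisons r was 0.37, as a mean over the ways to split them. Single splits of unchanged groups gave -0.61 to 0.76 in simulations. That range is wide and holds no means over splits, so it cannot decide whether both treatments share an effect.

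**Figure D1:**
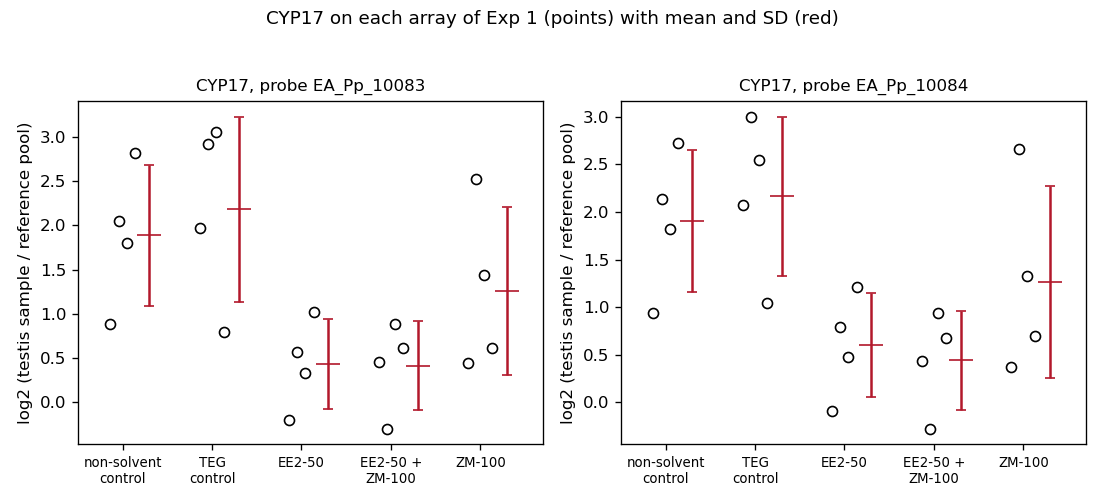
Log2 ratio of testis over the reference pool for both CYP17 probes on each array of Exp 1, by group. Points are single arrays and the red marks are the group mean ± SD (n = 4); on the first probe the EE2-50 arrays lie between -0.20 and 1.02 and the Mix arrays between -0.30 and 0.88, while the TEG control arrays lie between 0.79 and 3.05.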

The mixture of 100 ng ZM/L and 50 ng EE_2_/L reversed the change for several genes affected by EE_2 _alone, but at this 2:1 ratio the antiestrogen concentration seemed insufficient to totally block the effects of EE_2_.

Based on these initial results, we conducted a second study, this time using 5 ng EE_2_/L and a mixture of 100 ng ZM/L with 5 ng EE_2_/L (a ratio of 20:1; Figure 2B). For this analysis, we used a newer 22,000 gene array that had subsequently become available. 

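For the second experiment (Exp 2), testis RNA of 12 male FHM was hybridised against the same kind of reference pool, again with 1 array for each fish and no dye swap, in 3 groups of 4, the TEG control, 5 ng EE2/L (EE2-5) and 5 ng EE2/L with 100 ng ZM/L (Mix). The 22 K array holds 21495 probes in 2 spots each, and only 30 of them name a gene in the tables used here, among them inhibin, inhibin beta b, follistatin, the FSH receptor, estrogen receptors alpha and beta, cyclin B1 and the taurine transporter, but not CYP17. Its Feature Extraction version in the file headers is 9.1.3.1. The median Cy5 signal per array was 252 to 355 in the TEG control, 259 to 423.5 in EE2-5 and 164 to 327 in Mix, over a local background of 57.5 to 59.5, and 69.7% to 74.6% of the spots were well above background in Cy5. The same steps as in Exp 1 kept 16666 probes and 19 named genes, and the 12 arrays entered a fit of their own. Estrogen receptor beta and Na K ATPase alpha subunit 3 were not well above background on enough arrays to be tested. The arrays lie on 4 slides read in 2 scans, and every slide held arrays of all 3 groups. On simulated data with 200 changed probes, the EE2-5 comparison recovered 0.5% of changes of 1.5-fold, 59% of changes of 1 on the log2 scale and 89% of changes of 2. From the comparison of Mix with EE2-50 in Exp 1, the paper proposes that the antiestrogen was too dilute to block EE2 fully, and on that basis it gave a larger excess of ZM here.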

Exposure to 5 ng EE_2_/L increased plasma VTG (Figure 1C), while the 20-fold excess of ZM in the mixture did not affect this increase. A group of 173 genes was altered (*p *< 0.01) after exposure to either 5 ng EE_2_/L or to the mixture of 5 ng EE_2_/L and 100 ng ZM/L (Figure 3). These changes are plotted in order of their degree of expression change for EE_2 _(Figure 3A), with 83 genes up-regulated and 90 genes down-regulated. 

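Cyclin B1, which drives entry into mitosis, had a log2 ratio of -2.20 ± 0.21 (SD, n = 4) in the TEG control, -2.74 ± 0.11 (SD, n = 4) in EE2-5 and -2.63 ± 0.24 (SD, n = 4) in Mix. The difference from the TEG control was -0.54 in EE2-5 (standard error 0.15, adjusted p = 0.999 from limma), with all 4 EE2-5 arrays below all 4 controls, and -0.43 in Mix (adjusted p = 0.785 from limma), and neither passed the test. Estrogen receptor alpha differed by -0.01 in EE2-5 and 0.10 in Mix (standard error 0.17 for both), the FSH receptor, which receives the pituitary signal for spermatogenesis, by 0.03 and 0.12, and follistatin, a binding protein of activin, by -0.07 and 0.07. Inhibin beta b differed by -0.22 in EE2-5 and -0.14 in Mix, and insulin receptor 2 by -0.19 and -0.16. Inhibin beta b ranged, with 1 array left out, from -0.33 to -0.06 in EE2-5 and from -0.25 to 0.02 in Mix (without TEG control replicates 1 and 4 in both), insulin receptor 2 from -0.23 to -0.11 in EE2-5 (without TEG control replicate 1 and EE2-5 replicate 3) and from -0.25 to -0.06 in Mix (without Mix replicates 1 and 3), estrogen receptor alpha from -0.10 to 0.11 in EE2-5 (without EE2-5 replicate 3 and TEG control replicate 4) and from -0.00 to 0.22 in Mix (without Mix replicate 3 and TEG control replicate 4), and the FSH receptor in Mix from -0.02 to 0.21 (without Mix replicates 2 and 4). Of the 19 named genes tested, 4 had an unadjusted p under 0.05 in EE2-5 (1 up-regulated and 3 down-regulated) and 1 in Mix (down-regulated). At the paper's p of 0.01 with at least a 1.5-fold difference, 212 of 16666 probes met both thresholds against the TEG control in EE2-5 or Mix, 94 in EE2-5 and 132 in Mix, and no named gene was among them. In 100 simulations in which neither treatment changed any probe, a mean of 190.6 probes met them in either treatment and 103.3 in EE2-5. At an adjusted p under 0.05 from limma, 0 probes passed in EE2-5 and 0 in Mix, with 693 and 1053 at an unadjusted p under 0.05, where chance gives about 833, and the Tukey comparison gave 1 and 0 (259 and 411 unadjusted). Within scan 1, 1 probe passed for EE2-5 and 0 for Mix (777 and 511 at an unadjusted p under 0.05), within scan 2, 1 and 1 (562 and 1495), and with scan day as a block 0 and 0 (703 and 1137). Without Mix replicate 1 the 212 became 382, and without TEG control replicate 1, 1 probe passed the adjusted test for EE2-5.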

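Cadherin 17, a calcium-dependent adhesion protein, had a log2 ratio of 1.42 ± 1.28 (SD, n = 4) in EE2-5, with 3 of 4 arrays above background, and 0.36 ± 0.58 (SD, n = 4) in the TEG control. This difference of 1.05 (standard error 0.53, adjusted p = 0.999 from limma) did not pass the test. Pentraxin, a plasma protein of innate immunity, differed by 0.34 (standard error 0.27), cytochrome b of the respiratory chain by 0.15 (standard error 0.23) and alpha amylase by 0.74 (standard error 1.19), none past the test. Among probes without a gene name, chosen after their values were seen, EA_Pp_68410 differed by 1.53 (standard error 0.29, adjusted p = 0.889 from limma) and EA_Pp_57037 by 1.27 (standard error 0.27, adjusted p = 0.905 from limma). On the other side, EA_Pp_69842 differed by -0.66 (standard error 0.10, adjusted p = 0.427 from limma), the smallest adjusted p of this comparison, and EA_Pp_56277 by -0.74 (standard error 0.13, adjusted p = 0.889 from limma). Leaving out 1 array gave 0.69 to 1.61 for cadherin 17 (without EE2-5 replicates 4 and 3), 0.05 to 2.03 for alpha amylase (without TEG control replicates 1 and 2) -0.03 to 0.37 for cytochrome b (without EE2-5 replicates 1 and 4) and 0.20 to 0.53 for pentraxin (without TEG control replicates 4 and 2). Ordered by the EE2-5 value, 121 of the 212 probes were up-regulated and 91 down-regulated in EE2-5. Of the 94 probes past the paper's p and fold in EE2-5 itself, 54 were up-regulated and 40 down-regulated, and of the 132 past them in Mix, 78 and 54.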

Keeping the same order of genes, their fold-expression is plotted for the mixture (Figure 3B). It is clear from this graph that while ZM blocks the EE_2 _effects for some genes, it does not do so for all. 

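Inhibin, a gonadal hormone that lowers FSH secretion, had a log2 ratio of 1.91 ± 0.28 (SD, n = 4) in the TEG control, 1.41 ± 0.36 (SD, n = 4) in EE2-5 and 2.03 ± 0.26 (SD, n = 4) in Mix. The difference was -0.50 in EE2-5 (standard error 0.21, adjusted p = 0.999 from limma) and 0.12 in Mix (standard error 0.21), and Mix minus EE2-5 was 0.61 (standard error 0.21, adjusted p = 0.952 from limma), none past the test. Zona pellucida glycoprotein 3 of the egg coat differed by -0.49 in EE2-5 and 0.13 in Mix (standard error 0.22 for both; -0.13 in Mix without Mix replicate 3), and all 4 Mix arrays lay above all 4 EE2-5 arrays, with Mix replicate 3 at -4.49 and the other 3 at -5.57 to -5.42. The taurine transporter, which takes up taurine, had 0.46 ± 0.78 (SD, n = 4) in EE2-5, -0.31 ± 0.38 (SD, n = 4) in Mix and -0.33 ± 0.42 (SD, n = 4) in the TEG control, and Mix minus EE2-5 was -0.77 (standard error 0.35, adjusted p = 0.952 from limma). Mix minus EE2-5 was -0.97 for cadherin 17 (standard error 0.53), -0.53 for pentraxin (standard error 0.27), 0.08 for inhibin beta b (standard error 0.19) and 0.11 for estrogen receptor alpha (standard error 0.17), none past the test. Leaving out 1 array gave -1.09 to -0.47 for the taurine transporter (without EE2-5 replicates 3 and 1) -1.53 to -0.60 for cadherin 17 (without EE2-5 replicates 3 and 4), -0.02 to 0.17 for inhibin beta b (without EE2-5 replicate 3 and Mix replicate 4) and 0.01 to 0.20 for estrogen receptor alpha (without Mix replicates 3 and 1), each for Mix minus EE2-5, and 0.01 to 0.25 for inhibin in Mix (without TEG control replicate 1 and Mix replicate 2). The 2 named genes with an unadjusted p under 0.05 for Mix minus EE2-5 were inhibin and zona pellucida glycoprotein 3. Between Mix and EE2-5, 0 of the tested probes passed at an adjusted p under 0.05 from limma and 0 from the Tukey comparison, with 658 and 235 at an unadjusted p under 0.05, and 1 passed from limma without TEG control replicate 1. The log2 differences of EE2-5 and Mix from the TEG control correlated across probes at r = 0.51 (jackknife standard error 0.19) with a covariance of 0.0419, where unchanged groups against the same controls gave a mean r of 0.52 (0.197 to 0.9995) and a covariance of 0.0453 in simulations. With the TEG control arrays split, r was 0.09 as a mean over the ways to split them, where single splits of unchanged groups gave -0.999 to 0.595 in simulations. Each simulation dealt out all 12 arrays after centring them within their groups, which by itself forces r to an extreme in some draws. Both simulated ranges therefore decide nothing here. From the plot of EE2 and mixture values, the paper concludes that ZM blocks the EE2 effect for some genes and not for others.

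**Figure D2:**
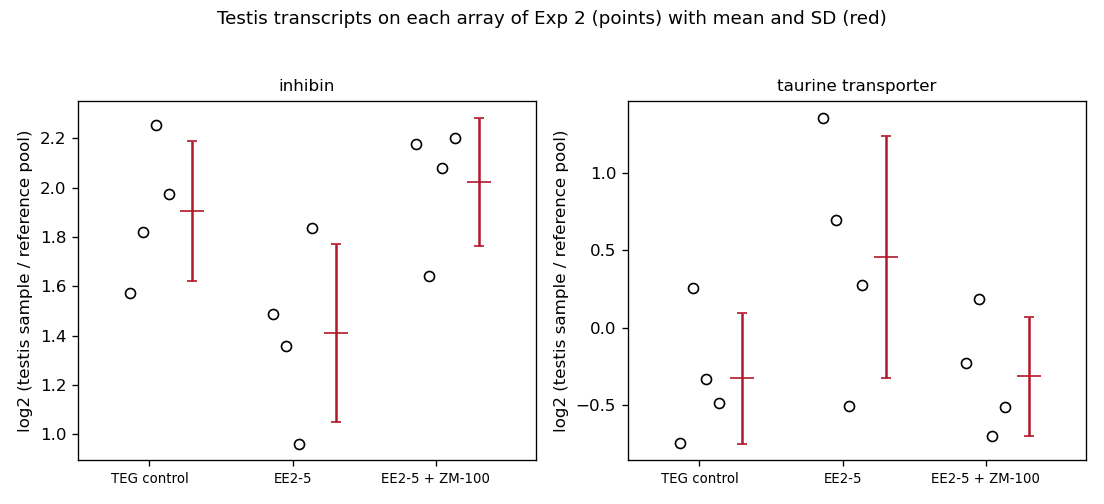
Log2 ratio of testis over the reference pool for inhibin and the taurine transporter on each array of Exp 2, by group. Points are single arrays and the red marks are the group mean ± SD (n = 4); inhibin lies between 0.96 and 1.84 in EE2-5 and between 1.64 and 2.20 in Mix, and the taurine transporter between -0.50 and 1.36 in EE2-5 and between -0.70 and 0.19 in Mix.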

There also appears to be a few genes in the middle of this distribution that are significantly altered only by the mixture and not by EE_2 _alone.

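Lamin B1, a protein of the nuclear lamina, had a log2 ratio of -0.43 ± 0.61 (SD, n = 4) in Mix, -0.20 ± 0.36 (SD, n = 4) in EE2-5 and 0.08 ± 0.03 (SD, n = 4) in the TEG control. Its difference from the TEG control was -0.51 in Mix (standard error 0.27, adjusted p = 0.791 from limma) and -0.28 in EE2-5, and neither passed the test. Adenosine deaminase, an enzyme of purine breakdown, differed by -0.39 in Mix (standard error 0.32) and -0.05 in EE2-5, and the activin receptor ACTRIIB by -0.23 in Mix (standard error 0.18) and -0.05 in EE2-5. Mix minus EE2-5, the direct test of a difference between both, was -0.23 for lamin B1, -0.34 for adenosine deaminase and -0.17 for ACTRIIB, none past the test. Leaving out 1 array, lamin B1 in Mix ranged from -0.70 to -0.22 (without Mix replicates 1 and 3), adenosine deaminase in Mix from -0.59 to -0.10 (without TEG control replicates 4 and 1), ACTRIIB in Mix from -0.33 to -0.12 (without Mix replicate 1 and TEG control replicate 4), and Mix minus EE2-5 for adenosine deaminase from -0.51 to -0.07 (without EE2-5 replicates 3 and 4). Of the probes past the paper's p and fold in Mix, 10 up-regulated and 4 down-regulated ones were past them in EE2-5 too; both lists rest on the same TEG control arrays, which alone makes them share probes.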

**Figure 3:**
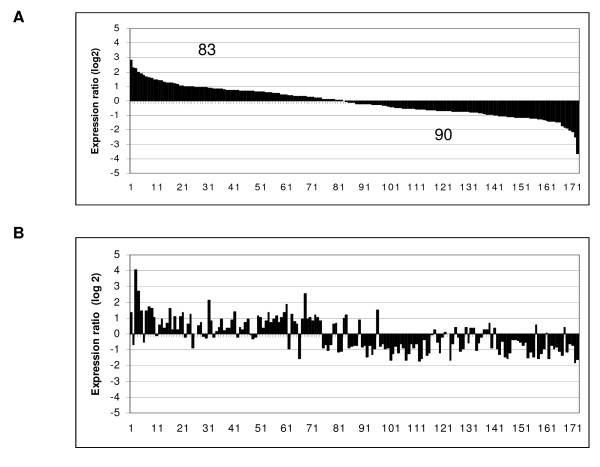
**Comparison of overall gene regulation**. (A) 5 ng EE_2_/L and (B) a mixture of 5 ng EE_2_/L and 100 ng ZM/L as determined by the 22 K array. The genes were ordered according to their expression level in the EE_2 _treatment (*p *< 0.01) and represent median expression values of the four arrays for each condition.

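None of the 19 named genes tested on the 22 K array reached an unadjusted p of 0.01 and 1.5-fold in EE2-5 or Mix; cyclin B1 came nearest, and its log2 difference from the TEG control was smaller in Mix than in EE2-5. Of the probes without a gene name, EA_Pp_56277 differed by -0.17 in Mix and EA_Pp_69842 by -0.33, both smaller in size than in EE2-5, and Mix minus EE2-5 was 0.56 (standard error 0.13) and 0.33 (standard error 0.10), adjusted p = 0.952 for both from limma. A probe was counted as blocked if its log2 difference from the TEG control was smaller in size in Mix than in EE2-5. Of the 212 probes past the paper's p and fold in either treatment, 87 were blocked in this sense (41.0%). Of these 87 probes, 32 had an unadjusted p under 0.05 for Mix minus EE2-5 and 0 had an adjusted p under 0.05 from limma. All 87 were among the 94 probes past the thresholds in EE2-5 itself (92.6%). In 100 simulations in which neither treatment changed any probe, a mean of 49.9% of the selected probes (40.4% to 59.1%) and 92.1% of those selected in EE2-5 (85.6% to 100%) counted as blocked, and a mean of 40.6 (24 to 60) of them had an unadjusted p under 0.05 for the direct difference. In simulations with equal effects of both treatments, these shares were 49.7% and 78.3%. The simulated effects were the means of the observed differences, which include sampling error. A mean of 927.6 probes was selected there, against 212 in the data, so these shares do not show what equal effects would give here. Without EE2-5 replicate 3 the count of blocked probes was 149, and by the Tukey comparison 21 of 52 selected probes were blocked.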

Of the 173 regulated genes, 71 genes were modulated by EE_2 _and blocked by ZM (i.e. reduced expression relative to EE_2 _alone) in the mixture treatment (Figure 4A and 4B). These genes are likely directly regulated by one or more of the soluble ERs and include "cellular processes involved in calcium-dependent cell-cell adhesion," "sugar transporters," "gonadal mesoderm development," "protein repair," and "proteolysis and gas transport" (see Additional file 1). 

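Complement C3S had a log2 ratio of -5.53 ± 0.44 (SD, n = 4) in the TEG control of Exp 2, -5.56 ± 0.14 (SD, n = 4) in EE2-5 and -5.37 ± 0.42 (SD, n = 4) in Mix. It differed from the TEG control by 0.17 in Mix (standard error 0.24, adjusted p = 0.911 from limma) and by -0.03 in EE2-5. CD 18 type 2, an integrin subunit of leukocytes, differed by 0.08 in Mix (standard error 0.11) and by -0.04 in EE2-5. Mix minus EE2-5 was 0.19 for complement C3S and 0.12 for CD 18 type 2, and none of these differences passed the test. With 1 array left out, complement C3S ranged from -0.02 to 0.35 in Mix (without Mix replicate 3 and TEG control replicate 3) and from 0.01 to 0.31 for Mix minus EE2-5 (without Mix replicates 3 and 4), and CD 18 type 2 from 0.05 to 0.13 in Mix (without Mix replicates 2 and 1) and from 0.08 to 0.17 for Mix minus EE2-5 (without EE2-5 replicate 2 and Mix replicate 1). The activin receptor ACTRIIB, adenosine deaminase and lamin B1 also lay farther from the TEG control in Mix than in EE2-5, and none of these 5 genes reached the paper's p and fold. Counted as not blocked, with a log2 difference at least as large in size in Mix as in EE2-5, were 125 of the 212 selected probes. Of the 94 probes selected in EE2-5 itself, 7 were in this group, and the rest of the 125 were selected in Mix alone. Without Mix replicate 1 the 125 became 295.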

Expression of the remaining 102 genes modulated by EE_2 _was either not affected or was enhanced in either direction by the addition of ZM (Figure 4C and 4D). Many of these genes appear to be involved in signaling cascades, as well as other functions such as "peptide crosslinking," "amino acid biosynthesis and metabolism," "regulation of the immune response," "lipid modification," or "response to stress and to radiation" (see Additional file 2).

**Figure 4:**
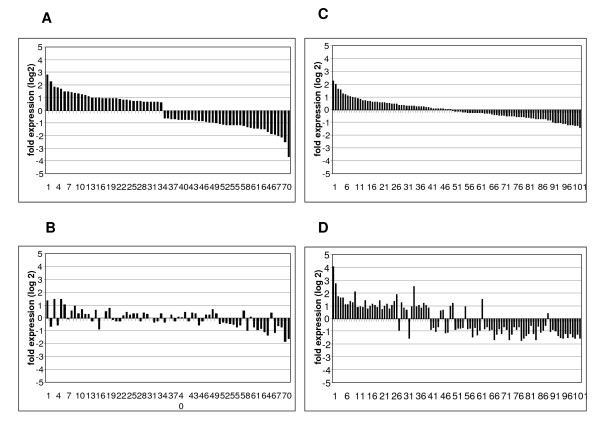
**Competitive and non-competitive blocking of gene expression by ZM**. (A) Genes differentially changed by 5 ng EE_2_/L and (B) blocked by the treatment with the mixture of 5 ng EE_2_/L and 100 ng ZM/L (*p *< 0.01). (C) Genes differentially changed by 5 ng EE_2_/L but (D) whose expression was either not changed or enhanced by the treatment with the mixture of 5 ng EE_2_/L and 100 ng ZM/L. Genes are plotted in order of their change in expression with EE_2 _(*p *< 0.01).

### Quantitative real-time reverse transcriptase PCR (Q-PCR)

Genes that were tested by Q-PCR (Figure 5) were used to both validate the arrays and to focus on genes whose protein products are involved in steroidogenesis and were expected to be affected by EE_2 _[42]. Of the genes tested, steroidogenic acute regulatory protein (StAR), cholesterol side-chain cleavage enzyme (P450scc), cytochrome P450 17α hydroxylase, 17,20 lyase (CYP17) and inhibin were significantly down-regulated by 2 to 50 ng EE_2_/L. Genes for hydroxysteroid dehydrogenases (HSDs) 3β-HSD and 11β-HSD and cytochrome P450 aromatase A-isoform (CYP19A) were not significantly altered, but 11β-HSD and CYP19A showed a downward tendency.

**Figure 5:**
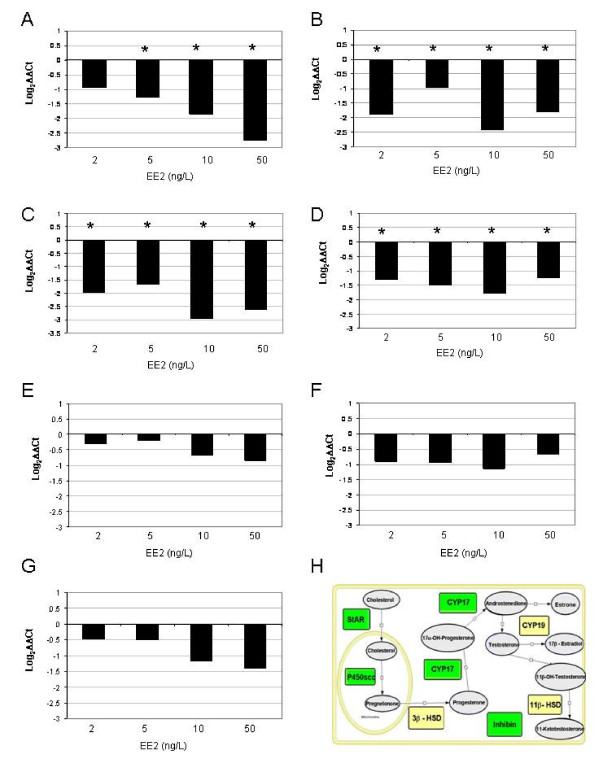
**Q-PCR analysis of mRNAs for proteins involved in steroidogenesis**. Q-PCR results are expressed as fold difference compared to control. Panel A, StAR; Panel B, P450scc; Panel C, CYP17; Panel D, Inhibin; Panel E, CYP19; Panel F, 3β-HSD; Panel G, 11β-HSD; Panel H, model for steroidogenesis. Green boxes refer to mRNAs that are significantly decreased by the treatment in accordance with the Q-PCR graphs illustrated within the panels. Yellow boxes refer to mRNAs that are not significantly changed by the treatments. FHM were treated with TEG, 2, 5, 10 or 50 ng EE_2_/L. StAR, steroidogenic acute regulatory protein, P450scc, Cytochrome P450 side chain cleavage enzyme, CYP17, Cytochrome P450 17, CYP 19, gonadal aromatase, inhibin, hydroxysteroid dehydrogenases including 3β-HSD and 11β-HSD.

### Functional Analysis

While it is interesting to identify individual genes regulated by EE_2_, most biological processes occur through functional pathways. To assess this, we first assigned as many of the FHM genes as possible to GO categories and to human homologs and then used this information to visualize pathways via Pathway Studio^®^, software from Ariadne Genomics (Rockville, MD, USA). 

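Heat shock protein 90 beta had a log2 ratio of 2.65 ± 0.67 (SD, n = 4) in the TEG control of Exp 1, 1.48 ± 0.77 (SD, n = 4) in EE2-50 and 1.50 ± 0.58 (SD, n = 4) in Mix on 1 of its probes. 18S ribosomal RNA, on the probe with the largest difference, had 2.02 ± 1.44 (SD, n = 4) in the TEG control, 2.93 ± 0.92 (SD, n = 4) in EE2-50 and 1.28 ± 0.96 (SD, n = 4) in Mix. None of these differences passed the adjusted test. Of the 94 named genes, 12 had an unadjusted p under 0.05 in Mix, 6 up-regulated and 6 down-regulated, among them inter alpha trypsin inhibitor heavy chain 2 (0.39, standard error 0.12) and P450 2M1 (-0.75, standard error 0.33). Over EE2-50, ZM-100 and Mix, 1072 of 4630 probes had an unadjusted p under 0.05 against the TEG control in at least 1 treatment by limma and 296 by the Tukey comparison. With the methods' 1.5-fold minimum these counts were 363 and 115. In Exp 2, the named genes with an unadjusted p under 0.05 in EE2-5 were cyclin B1, inhibin, zona pellucida glycoprotein 3 and the taurine transporter. Over EE2-5 and Mix, 1537 of 16666 probes had an unadjusted p under 0.05 by limma and 600 by the Tukey comparison, and 676 and 222 with the 1.5-fold minimum. Chance gives about 232 probes by limma for each treatment of Exp 1 and about 833 for each of Exp 2. The 1537 over both treatments of Exp 2 therefore do not need an effect. The genes or categories of these probes are not given in the tables used here.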

Of the 1,048 genes regulated by any treatment (*p *< 0.05), we were able to assign GO categories to 684 genes (65%). Of these we were able to assign human homologs to 536 genes (51% of the original group).

Because of its environmental significance, we focused on the 5 ng EE_2_/L data for GO analyses. The data set was reduced by statistically determining GO categories for biological processes that were over-represented among the regulated genes which are arranged by increasing *p*-value (up to 0.05) in Table 2. Since GO categories are listed in a hierarchical format, we removed higher order categories if a lower category was present. We found 39 GO biological process categories up-regulated and 51 categories down-regulated. The most significantly up-regulated GO category was "development," while "DNA replication," "response to radiation," "mutagenesis," "DNA repair," "response to light stimulus," "response to DNA damage stimulus," "DNA metabolism," and "response to endogenous stimulus" were the most significantly down-regulated categories.

**Table 2:** GO biological processes that are regulated by 5 ng/L EE_2_

UPREGULATED				
GO ID	GO Biological Process	Fisher p Value	# of Genes Selected	# of Genes on Array
GO:0007275	development	4.35E-03	36	1250
GO:0040036	regulation of fibroblast growth factor receptor signaling	1.58E-02	2	9
GO:0016265	death	1.62E-02	3	27
GO:0018149	peptide cross-linking	1.88E-02	2	10
GO:0050777	negative regulation of immune response	1.88E-02	2	10
GO:0006955	immune response	1.93E-02	10	251
GO:0050776	regulation of immune response	2.09E-02	3	30
GO:0050727	regulation of inflammatory response	2.19E-02	2	11
GO:0006694	steroid biosynthesis	2.26E-02	3	31
GO:0006730	one-carbon compound metabolism	2.44E-02	3	32
GO:0008543	fibroblast growth factor receptor signaling pathway	2.53E-02	2	12
GO:0015758	glucose transport	2.53E-02	2	12
GO:0042770	DNA damage response, signal transduction	2.53E-02	2	12
GO:0008645	hexose transport	2.88E-02	2	13
GO:0015749	monosaccharide transport	2.88E-02	2	13
GO:0008284	positive regulation of cell proliferation	3.24E-02	3	36
GO:0019439	aromatic compound catabolism	3.26E-02	2	14
GO:0007154	cell communication	3.56E-02	41	1692
GO:0043281	regulation of caspase activity	3.65E-02	2	15
GO:0051241	negative regulation of organismal physiological process	3.65E-02	2	15
GO:0009611	response to wounding	3.73E-02	7	167
GO:0009607	response to biotic stimulus	3.91E-02	11	324
GO:0051707	response to other organism	4.03E-02	7	170
GO:0045596	negative regulation of cell differentiation	4.06E-02	2	16
GO:0009605	response to external stimulus	4.18E-02	8	209
GO:0051239	regulation of organismal physiological process	4.19E-02	4	69
GO:0051242	positive regulation of cellular physiological process	4.48E-02	5	103
GO:0006952	defense response	4.48E-02	10	291
GO:0019882	antigen presentation	4.92E-02	2	18
				
DOWNREGULATED				
**GO ID**	**GO Name**	**Fisher p Value**	**# of Genes Selected**	**# of Genes on Array**

GO:0006260	DNA replication	9.27E-04	9	124
GO:0009314	response to radiation	1.51E-03	5	40
GO:0006280	mutagenesis	2.08E-03	2	2
GO:0006281	DNA repair	5.33E-03	9	163
GO:0009416	response to light stimulus	5.51E-03	4	34
GO:0006974	response to DNA damage stimulus	7.91E-03	9	174
GO:0006259	DNA metabolism	8.60E-03	17	458
GO:0009719	response to endogenous stimulus	9.05E-03	9	178
GO:0006139	nucleobase, nucleoside, nucleotide and nucleic acid metabolism	1.29E-02	56	2183
GO:0007623	circadian rhythm	1.74E-02	2	9
GO:0018149	peptide cross-linking	2.07E-02	2	10
GO:0016339	calcium-dependent cell-cell adhesion	2.41E-02	2	11
GO:0006885	regulation of pH	2.78E-02	2	12
GO:0001775	cell activation	3.00E-02	3	33
GO:0045321	immune cell activation	3.00E-02	3	33
GO:0006508	proteolysis	3.17E-02	16	493
GO:0000245	spliceosome assembly	3.17E-02	2	13
GO:0046839	phospholipid dephosphorylation	3.17E-02	2	13
GO:0043283	biopolymer metabolism	3.56E-02	53	2167
GO:0007169	transmembrane receptor protein tyrosine kinase signaling pathway	3.65E-02	5	92
GO:0007156	homophilic cell adhesion	3.94E-02	4	64
GO:0006289	nucleotide-excision repair	4.00E-02	2	15
GO:0009266	response to temperature stimulus	4.00E-02	2	15
GO:0042471	ear morphogenesis	4.00E-02	2	15
GO:0050896	response to stimulus	4.50E-02	26	948
GO:0019941	modification-dependent protein catabolism	4.53E-02	5	98
GO:0043632	modification-dependent macromolecule catabolism	4.53E-02	5	98
GO:0009798	axis specification	4.91E-02	2	17
GO:0030258	lipid modification	4.91E-02	2	17
GO:0042110	T cell activation	4.91E-02	2	17

## Discussion

### Steroidogenesis

We chose three test concentrations of EE_2 _(2, 5, and 10 ng EE_2_/L) with known environmental relevance, and one concentration (50 ng EE_2_/L) higher than normally seen in the environment [43,44]. In our experiments, 10 and 50 ng EE_2_/L decreased plasma T levels, while 5 to 50 ng EE_2_/L increased plasma VTG concentrations in male fish. To our best knowledge, ZM is not present in the environment, although it represents a potentially important mechanism of action, ER antagonism [45]. The concentration we used, 100 ng ZM/L, and the time of exposure, 48 h, are lower and shorter, respectively than in most other studies [46,47] where ZM has been shown to have effects in fish. We chose 100 ng ZM/L to attempt to discern intermediate effects on sensitive genes.

In our study, ZM treatment alone or in the mixture with EE_2 _decreased plasma T levels after 48 h but alone it did not induce plasma VTG concentrations nor did it inhibit the increase in VTG induced by EE_2 _in the mixture in males. In a study by Panter et al [47] ZM significantly decreased VTG after 4 d in E_2_-treated juvenile FHM, but only at a concentration of 76 μg/L, a concentration almost 100-times greater than tested in our experiment. In mummichog (*Fundulus heteroclitus*), there was decrease of plasma T levels in males exposed for 7 days to 250 ng ZM/L but not when treated with 100 ng ZM/L; in those studies there were no effects on VTG levels in males or females with as much as 1,000 ng ZM/L [46].

The Q-PCR data on mRNAs for specific enzymes involved in the biosynthesis of T suggest that the depression of plasma T levels may have occurred directly at the level of steroidogenesis, possibly by direct ER-mediated control of promoters. In the case of CYP17, its down-regulation was blocked by ZM (microarray data), suggesting that it may be regulated via ERs.

### Pathway Analysis

Pathway Studio^® ^[48] was used to visualize changes in gene expression from exposure to 5 ng EE_2_/L, or to the mixture of 5 ng EE_2_/L and a 100 ng ZM/L. This software can be used effectively to compare expression changes with the much larger database of human protein interactions, but only if gene identities are converted to their human homologs. Important caveats for this type of analysis are that there may be many fish genes for which there are no human homologs (e.g., VTG), and some genes in fish belonging to gene families conserved in mammals may actually function differently in fish due to chromosomal duplications. Given these caveats, this type of analysis can help visualize interactions among gene products and their localization in cellular compartments and assist in the formulation of hypotheses that can be tested in future research.

An interactome is defined as a set of genes whose protein products are functionally linked together either by direct binding, regulation of activity, regulation of expression, promoter binding, protein modification or molecular transport [48]. Using the databases available in PubMed at NCBI (National Center for Biotechnology Information, ), we have identified interactomes for both the genes that were regulated by EE_2 _and then blocked by the combination of EE_2 _and ZM (Figure 6A – called "competitive interactome" in the discussion below), and those that were regulated by EE_2 _and either not affected by ZM or enhanced (in either direction) by the combination (Figure 6B – called "non-competitive interactome"). We analyzed these separately in order to determine the types of genes that were included in each.

**Figure 6:**
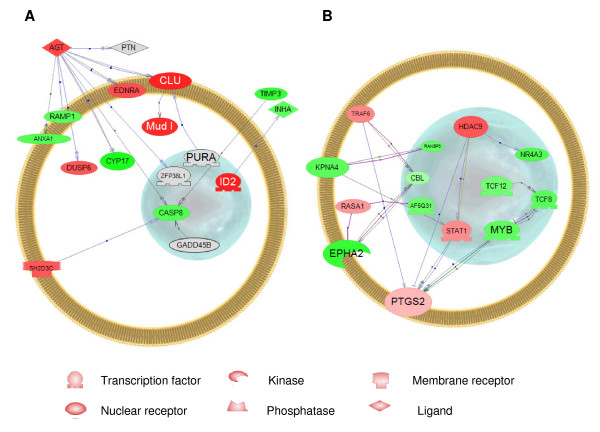
**Pathway Studio analysis**. (A) Competitive interactome consisting of genes that are regulated by 5 ng EE_2_/L and blocked by the mixture of 5 ng EE_2_/L and 100 ng ZM/L. (B) Non-competitive interactome consisting of genes that are regulated by 5 ng EE_2_/L but either not changed or enhanced by the mixture of 5 ng EE_2_/L and 100 ng ZM/L. Red indicates up-regulation, green indicates down-regulation.

To reduce the complexity of the data, we only examined genes whose products had direct interactions with other entities. We were only able to assign human homologs to about half of the regulated genes, thus our data set underestimates the genes that are directly linked. Entities that showed no linkages to other entities were removed from the figures, but all entities for which we have human homologs are listed in additional files 1 and 2. While it is possible to allow missing entities in the figures in an effort to link all of the entities, this was not attempted because we wanted to exemplify direct interactomes for which there were expression data. Pathway Studio^® ^assigns gene products to cellular compartments depending on their cellular GO terms.

Many of the genes that are found in the "competitive interactome" are known to be regulated by E_2 _and antagonized by estrogen antagonists such as ICI 182,780 in mammalian systems. These genes fit a classical pattern of regulation via soluble ERs. For some of these genes, there is evidence that they contain EREs in their promoters in mammalian systems. For example, angiotensinogen (AGT) is highly prominent in the example shown (Figure 6A) and serves as a node for the "competitive interactome". AGT is normally secreted from the liver into the blood, but there are reports indicating secretion by other organs as well [49]. Our data suggest that it is also produced by the testis of FHM. AGT helps to control blood pressure and, as illustrated by the large number of interactions in Figure 6A, can interact with other proteins in a complex way. In mammals, AGT contains an ERE in its promoter which is up-regulated by both natural and synthetic estrogenic steroids [50]. Thus, the observation that the EE_2_-enhanced expression of this gene is blocked by the EE_2_-ZM mixture lends support to the assumption that the competitive interactome includes genes directly regulated by soluble ERs. The other genes in this interactome have also been implicated in E_2 _signalling in mammalian systems or in cell culture, but there are insufficient data in the literature to determine whether they are all regulated directly by soluble ERs. Furthermore, depending on the tissue the direction of regulation may differ from what we observed in the testis of FHM.

Endothelin receptor type A (EDNRA) is up-regulated by E_2 _during the proliferative phase of the endometrial glandular epithelium [51]. There are no reports on whether or not this up-regulation is through an ERE in the promoter. Different from our results, clusterin (CLU) is down-regulated by E_2 _in rat endometrium, but this regulation is reversed by tamoxifen, another ER antagonist [52]. CLU is known to be regulated by TGF beta and c-fos through an AP-1 site [53]. CLU is a glycoprotein also known as testosterone-repressed prostate message-2 [54]. This gene is expressed in mammalian testis and apparently has many roles including involvement in apoptosis of the seminal vesicle [55]. Complement component factor H (Mud1) contains an imperfect palindrome motif in its promoter in L cells that is present in EREs [56], suggesting that this gene could be directly regulated by soluble ERs. Inhibitor of DNA binding 2 (ID2) has been shown to be down regulated by E_2 _in MCF-7 cells [57] and is directly related to the down-regulation of inhibin alpha, which in turn has a role inhibiting the secretion of FSH from pituitary gonadotrophs [58].

Several genes interconnected with this set were down-regulated by EE_2 _and blocked by ZM in our experiment. For example, receptor (calcitonin) activity modifying protein 1 (RAMP1) has been shown to be down-regulated by E_2 _in rat placenta [59]. Different from our study, some of the down-regulated genes in the FHM testis have been shown to be up-regulated by E_2 _in various mammalian tissues. Pleiotrophin (PTN) is up-regulated in human endometrial epithelial cells [60], and annexin A1 (ANXA1) is up-regulated in a lymphoblastic leukemia cell line [61]. Caspase 8 (CASP8) is regulated by activation of human ERβ but not by ERα [62]. Tissue inhibitor of metalloproteinase 3 (TIMP3) is increased in breast cancer cell growth [63]. It is not clear why the direction of regulation is different in FHM testis, but this may be a tissue specific effect.

In the case of the "non-competitive interactome" (Figure 6B), the genes were differentially expressed in response to EE_2 _exposure and either were not affected by ZM or further amplified by ZM in the mixture. We did not expect to see many genes in this category. This type of effect could be due to activation by E_2 _on non-canonical response elements, as recently demonstrated in transgenic mice expressing a reporter construct containing SP1 sites [33] or by secondary effects that may have occurred in the 48 h timeframe. In Figure 6B, we have accentuated one pathway to illustrate this effect. Prostaglandin-endoperoxide synthase 2 (PTGS2) is a central node in this figure and is induced 1.5 fold by EE_2 _alone but not changed appreciably by the mixture (1.8 fold change). PTGS2 is involved in the synthesis of prostaglandins from arachidonic acid and is influenced by E_2 _in mammalian tissues [64]. Important in this set of genes is the gene for "signal transducer and activator of transcription 1" (STAT1) which is a critical transcription factor involved in the JAK-STAT signalling pathway central for innate immunity [65] and apoptosis [66], among other functions. This transcription factor is also activated via the retinoic acid receptor signalling pathway [67], thus bridging both the E_2 _and retinoic acid pathways. Also important is histone deacetylase 9 (HDAC9), a gene product that is involved in chromatin remodelling, allowing access of transcription factors to regions in DNA. No information exists regarding the influence of estrogen on HDAC9 in mammalian tissues but inactivation of other histone deacetlyases is an important step for ER activation in cell lines no longer responsive to E_2 _[68]. Tnf receptor-associated factor 6 (TRAF6) is a protein known to be involved in signal transduction through membrane receptors [69], and RAS p21 protein activator 1 appears to play a role in Ras GTPase mediated signal transduction [70].

Among the down-regulated genes were several transcription factors, including transcription factor 12 (TCF12) involved in control of immunoglobulin transcription [71], transcription factor 8 (TCF8), a negative regulator of cadherin [72], myeloblastosis oncogene (MYB), known to be involved in estrogen signalling in some breast cancer cells [73] and AF4/FMR2 family, member 4 (AF5Q31), which functions as a transcriptional regulator in testicular somatic cells, essential for male germ cell differentiation and survival [74]. Karyopherin (importin) alpha 4 (KPNA4) helps import proteins into the nucleus during spermatogenesis [75]. RAN binding protein 3 isoform b (RANBP3) links the RAS and PI3-kinase signaling pathways with nuclear transport [76] and Eph receptor A2 (EPHA2), is a protein in the tyrosine kinase family [77]. The roles of other genes in this interactome are listed in additional file 2.

It is not clear at this time why so many genes have escaped antagonism by ZM in the mixture exposure. It is possible that they are activated via non-canonical ER interactions with other transcription factors [33] or are the results of activation through G protein-coupled receptor 30 (GPR30), a membrane-bound estrogen receptor [35]. A large percentage of genes in the non-competitive interactome function in non-genomic signaling pathways, raising the possibility that these genes are all regulated via membrane receptors which escape antagonism. Further work will be required to sort out exactly how each of these genes is regulated.

## Conclusion

We used genomics to try to elucidate the mechanisms of action of estrogenic and anti-estrogenic compounds and their potential effects on aquatic organisms. Our data provides some insight into the estrogen-regulated effects, suggesting that response to estrogens occurs via different mechanisms. The use of an estrogen/antiestrogen mixture provides a distinction among different modes of action of estrogenic compounds: through canonical binding to soluble ERs; membrane ERs; or some other potential mechanisms that may not be blocked by pure antiestrogens.

## Methods

### Fish Exposure and Tissue Collection

Reproductively-mature, pond-reared FHM were purchased from Andersen Minnow Farm, AR, 4 days prior to starting the experiment. Upon arrival, the fish were treated for parasites and bacteria by a prophylactic salt-water dip (3%, 1 min). Males were separated from the population the following day, and acclimated in the treatment aquaria for 48 h. The water used for this study was carbon-filtered, dechlorinated tap water.

The exposure system consisted of 40 L glass aquaria. Each exposure was conducted in quadruplicate and each aquarium contained eight male FHM in 25 L of treatment water. Test chemicals for each treatment group (100 L for 4 aquaria) were prepared in separate (by treatment) 250 L fiberglass tanks the day of exposure. Aquaria were equilibrated with test chemicals for 24 h prior to the introduction of fish. Test solutions were renewed to 90% of the 25 L exposure volume after 24 h and the exposure was ended at 48 h. The positions of the treatment tanks were randomized and test initiation times were staggered to ensure an exposure/sampling interval of 48 h. The fish were not fed the day before and during the experiment. Temperature was maintained at 25°C with a photoperiod of 16 h light: 8 h dark.

### Exposure Solutions

EE_2 _was purchased from Sigma Chemical Company (St. Louis, MO). ZM189,154 was a generous gift from AstraZeneca. Working solutions for each test chemical consisted of 1 mg/ml test compound in 70% triethylene glycol (TEG) and 28.5% ethanol. This working solution was further diluted to make stock solutions for each treatment (nominal concentrations of 2, 5, 10 and 50 ng EE_2_/L and 100 ng ZM/L and mixtures containing 5 ng EE_2_/L or 50 ng EE_2_/L and 100 ng ZM/L), so as to maintain a concentration of 50 μl TEG/L of test water. EE_2 _concentrations spanned the environmentally relevant levels (2–10 ng EE_2_/L) to a concentration higher than would typically occur in the environment. The antiestrogen ZM concentration was chosen to be higher than EE_2 _so that it could effectively block action on the ERs. The concentration of ZM in the two mixtures was 100 ng ZM/L.

Water samples were collected at the start of the exposures (0 hr), and after 24 h (both before and after change of tank water) and after 48 h. A sample of the test solution (1 L) was collected in an amber glass bottle with a teflon cap and stored at 4°C. The water was passed through an AccuBond II ODS-C18 solid phase extraction column (Agilent, Palo Alto, CA) and the EE_2 _was eluted with 5 ml dichloromethane. After drying, the EE_2_residue was reconstituted in 1 ml of buffer and analyzed using an enzyme-linked immunosorbent assay (ELISA) kit (Abraxis, Los Angeles, CA), following the manufacturer's instructions. The detection limit for this assay is 50 ng EE_2_/L in the reconstituted solution. We were not able to determine actual concentrations of ZM, so we report only nominal concentrations.

All procedures involving live fish were reviewed and approved by the University of Florida Institutional Animal Care and Use Committee (IACUC). At the conclusion of the exposures, fish were anesthetized (MS-222), weighed to the nearest 0.1 g and blood samples were collected from the caudal vasculature for analysis of VTG and T concentrations, as described below. The testes were removed and cut into small pieces. Dissected tissues were flash frozen using liquid nitrogen and stored at -80°C until needed.

### Vitellogenin Assay

Plasma concentrations of VTG were determined by ELISA using a monoclonal antibody, 2D3, previously validated for the FHM [78]. The limit of detection for the FHM VTG ELISA in plasma was 0.5 μg/mL. All assays were performed in triplicate and reported as the mean of the three measurements. The coefficient of variation was < 10% for all samples analyzed. Inter and intra-assay variability was routinely measured by analyzing positive controls on several plates and found to be < 10% and < 5%, respectively.

### Testosterone Radioimmunoassay

Plasma concentrations of T were measured using a radioimmunoassay (RIA) validated for the FHM based on a slight modification of a previously published protocol [79]. The antibody against T, 20-TR05, was purchased from Fitzgerald Industries International, Concord, MA. Tritiated label ([1,2,6,7-^3^H] T) was from GE Healthcare (Piscataway, NJ). The T standard (Sigma T-1500) was obtained from Sigma Chemical Company (St. Louis, MO). Plasma samples (12 μL each) were extracted with 2 mL of ethyl ether, as described previously [79]. The extraction efficiency was 93%. Samples were analyzed in duplicate. The intraassay coefficients of variance were generally ≤ 5% and all samples were run in one assay to prevent interassay variability.

### Data analysis

Plasma concentrations of T were analyzed by one-way ANOVA, followed by Fisher Protected Least Significant Difference (PLSD) test for post-hoc analysis. All analyses were carried out using StatView 5.0 (SAS Institute, Inc., Cary, NC). Homoscedasticity was assessed using F – tests, and, where necessary (p < 0.05), data were log transformed [80]. All data are reported as nontransformed values, as mean ± SEM, and significance was determined at *p*-value < 0.05. Plasma VTG concentrations were analyzed by Dunnett's pairwise multiple comparisons on log transformed data.

### RNA Extraction

Total RNA was isolated from 30–50 mg FHM gonadal tissue with the RNA Stat-60 reagent (Tel-test, Friendswood, TX), as previously described [81]. Total RNA was treated with DNase and the quality assessed with an Agilent 2100 BioAnalyzer (Agilent, Palo Alto, CA), and the quantity determined on a NanoDrop spectrophotometer (NanoDrop Technologies, Wilmington, DE). RNA was stored at -80°C until further use.

### Microarrays

Fathead minnow microarrays manufactured by Agilent (Palo Alto, CA) were purchased from EcoArray (Alachua, FL). For the first experiment we used a targeted 2,000 gene array (GPL6516) while for the other we employed a 22,000 gene array (4 × 44 K format, GPL7282). Array hybridizations were performed using a reference design. The reference material, which was used for all studies, consisted of equal amounts of RNA from both female and male tissues (liver, brain and gonad). Four replicates consisting of four different individuals were analyzed for each of the treatments (solvent (TEG) control, non-solvent control, EE_2_, ZM, EE_2_/ZM). The cDNA synthesis, cRNA labeling and hybridization were performed following the manufacturer's kits and protocols (Agilent Low RNA Input Fluorescent Linear Amplification Kit and Agilent 60-mer oligo microarray processing protocol; Agilent, Palo Alto, CA). The gonad samples were labeled with Cy_5 _while the reference sample was labeled with Cy_3_. Once the labeling was complete, samples were hybridized to the microarray using conditions recommended by the manufacturer. After hybridizing for 17 h, microarrays were washed and then scanned with a laser-based detection system (Agilent, Palo Alto, CA). Text versions of the Agilent raw data have been deposited at the Gene Expression Omnibus website (GEO: ; Accession series record number GSE14235).

### Bioinformatics

Microarray image processing and data pre-processing were performed using Agilent's Feature Extraction software v 9.5 (Agilent, 2007). The intensity of each spot was summarized by the median pixel intensity. A log_2 _transformed signal ratio between the experimental channel and the reference channel was calculated for each spot, followed by within-array LOWESS transformation and between array scale normalization on median intensities [82].

Two-way ANOVA was performed on log_2 _transformed signal ratios of each probe individually, followed by Tukey-HSD pair-wise comparisons to determine genes whose expression was significantly regulated by the treatments. A *p*-value ≤ 0.05 was used as the cutoff. Genes whose fold expression changes were less than 1.5 fold were eliminated from further analyses irrespective of statistical significance.

GeneOntology (GO) annotations were provided by EcoArray Inc. based largely on homologies between FHM genes and human genes. Overrepresentation of differentially expressed genes in the biological process GO category was determined by Fisher Exact Test with a *p*-value ≤ 0.05 as a cutoff, and the false discovery rate was determined [83]. PathwayStudio^® ^software [48] from Ariadne Genomics (Rockville, MD) was used to determine the list of common regulators among the genes that were differentially expressed in the experiments.

### Real-time Polymerase Chain Reaction (Q-PCR)

Total RNA (1 μg) was reverse transcribed into cDNA using 3 μl random primers (0.1 μg/μl), 0.8 μl dNTP mix (25 mM each dNTP), 2 μl transcription buffer (10×), 1 μl StrataScript RT (50 U/μl), and 0.5 μl RNAse Block (40 U/μl) in a final volume of 20 μl (all reverse transcription reagents were from Stratagene, La Jolla, CA). The resulting cDNA was used as a template for Q-PCR. Specific primers for selected genes were designed to perform Q-PCR (Table 3).

**Table 3:** Real time PCR primers

**GENE**	**FWD PRIMER (5' – 3')**	**REV PRIMER (5' – 3')**
CYP 17	ACACAAGGTGGATTACAGTGATAACGT	CTGCGTTTGGCCCTCAGA
3β-HSD	ATGAGATGCCCTACCCAAAGAC	CCCTTTACCTTTGTGCCATTG
11β-HSD	GCATCGGCGAGCAGTTG	CTCCTCGCCGTGATAACGA
INHB	ACCACGCTACTCGGGATCAA	CGGAGGGACTTCATGCTCTCT
CYP19A	TGCTGACACATGCAGAAAAACTC	CAGCTCTCCGTGGCTCTGA
P450scc	CGACACCCGGACTTGCA	CACGTCTCCTTTAGAGGTGATACG
StAR	CTTGAACAGCAAACAGATGACCTT	CTCCCCCATTTGTTCCATGT

Each Q-PCR reaction consisted of 1× iQ SYBR Green Supermix (Bio-Rad, Hercules, CA), 0.4 μM primers and 1 μl of cDNA in a 25 μl reaction. The Q-PCR conditions were 95°C for 3 min and 40 cycles at 95°C for 15 sec and 60°C for 1 min in an iCycler Thermal Cycler (Bio-Rad, Hercules, CA). The Q-PCR results were normalized to 18S rRNA (Applied Biosystems, Foster City, CA) and analyzed using the ΔΔCt method, compared to the vehicle controls. We measured the following mRNAs: cytochrome P450 17α hydroxylase, 17,20 lyase (CYP17) [84], steroidogenic acute regulatory protein (StAR) [85], cholesterol side-chain cleavage enzyme (P450scc) [85], hydroxysteroid dehydrogenases (HSDs) 3β-HSD [85] and 11β-HSD [86], inhibin (INHB) and cytochrome P450 aromatase A-isoform (CYP19A) [87].

## List of abbreviations

AF5Q31: AF4/FMR2 family, member 4; AGT: angiotensinogen; ANXA1: annexin A1; AP-1: activating protein 1; 3β-HSD: 3 beta hydroxysteroid dehydrogenase; 11β-HSD: 11 beta hydroxysteroid dehydrogenase; CASP8: caspase 8; CBL: CBL E3 ubiquitin protein ligase; CLU: clusterin; Cntrl: control; CYP 17: cytochrome P450, family 17, subfamily a, polypeptide 1; CYP19A: cytochrome P450 aromatase A-isoform; DUSP6: dual specific phosphatase 6; EDCs: Endocrine disrupting chemicals; E_2_: 17β estradiol; EE_2_: 17α ethinylestradiol; ELISA: enzyme-linked immunosorbent assay; ENDRA: endothelin receptor type A; EPHA2: Eph receptor A2; ER: estrogen receptor; FHM: fathead minnow; GADD45B: growth arrest and DNA-damage-inducible 45 beta; GO: gene ontology; HDAC9: histone deacetylase 9; ID2: inhibitor of DNA binding 2; INHA: inhibin alpha; KPNA4: karyopherin (importin) alpha 4; MYB: myeloblastosis oncogene; Mud 1: complement component factor H; NR4A3: nuclear receptor subfamily 4, group A, member 3; Q-PCR: quantitative real time reverse transcriptase polymerase chain reaction; P450scc: Cytochrome P450 side chain cleavage enzyme; PTGS2: prostaglandin-endoperoxide synthase 2; PTN: pleiotrophin; PURA: purine rich element binding protein A; RAMP1: receptor (calcitonin) activity modifying protein 1; RANBP3: RAN binding protein 3 isoform; RASA1: RAS p21 protein activator 1; RIA: radioimmunoassay; SH2D3C: SH2 domain containing 3C; Sp1: stimulatory protein 1; StAR: steroidogenic acute regulatory protein; STAT1: signal transducer and activator of transcription 1; T: testosterone; TCF8: transcription factor 8; TCF12: transcription factor 12; TIMP3: tissue inhibitor of metalloproteinase 3; TRAF6: Tnf receptor-associated factor 6; VTG: vitellogenin; ZFP36L1: zinc finger protein 36, C3H type-like 1; ZM: ZM 189,154.

## Authors' contributions

NGR, NDD, KHW, MSS and EFO, conceived of the study and helped draft the manuscript; NGR, DLV, EFO, and KJK, performed the experimental work; LL, performed bioinformatics analysis; EJP, GTA, revised the manuscript critically for important intellectual content. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Human homologs of genes competitively regulated by EE_2 _and ZM** Click here for file

Additional file 2 **Human homologs of genes non-competitively regulated by EE_2 _and ZM** Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

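Testis RNA of male FHM was measured on 40 2-colour Agilent oligonucleotide arrays, 20 of the 2 K format and 20 of the 22 K format, in 10 groups of 4 fish. The 2 K arrays hold the 5 groups of Exp 1, and the 22 K arrays hold the 3 groups of Exp 2 and a further set of 4 fish given 10 ng EE2/L and 4 controls (EE2-10 set); the paper describes an exposure to 10 ng EE2/L but no arrays of it. The treatment protocol in the sample records names ovary, while the source names, the titles and the paper say testis, so the samples were taken as testis. The authors deposited scanner files with the pixel intensity of each spot and its local background in Cy5 (testis) and Cy3 (reference pool), the scanner software's processed intensity, which is background-subtracted and dye-normalized, and its log10 ratio of Cy5 over Cy3. The tables the authors deposited for the series hold the same log10 ratios, rounded, with no further centring; for the 2 K arrays their identifiers did not match the probe names of the scanner files, so the scanner's own log10 ratios were used in their place. The methods name a later Feature Extraction version than the file headers, which give 8.1.1.1 for the 2 K and 9.1.3.1 for the 22 K arrays. According to the methods, log2 ratios of median pixel intensities were normalized by LOWESS and scaled, tested by a 2-way analysis of variance with Tukey's comparison, and limited to differences of at least 1.5-fold. The methods do not give the factors of that analysis, so the Tukey comparison made here, with the group as its only factor, need not be the authors' test. The background step is not given in the sources used here.

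From the scanner files, median intensities were background corrected by normexp with an offset of 50, normalized by loess within arrays and scaled between arrays with limma 3.58.1 in R 4.3.3. Control spots had no weight and outlier spots were left out, and the 2 spots of a probe were averaged. A probe was tested if it was well above background in Cy5 on at least 4 arrays of its set, which kept 4630 of 5131 probes in Exp 1, 16666 of 21495 in Exp 2 and 17270 in the EE2-10 set. Comparisons were made with limma's lmFit and eBayes in 1 fit per set, with Benjamini-Hochberg adjustment and a call at an adjusted p under 0.05, and the counts at an unadjusted p under 0.05 and at the paper's p of 0.01 with 1.5-fold were kept beside it. The replicates are separate fish, and the number of arrays limits the precision. On simulated data with 200 changed probes the EE2-10 comparison recovered 0% of changes of 1.5-fold, 34% of changes of 1 on the log2 scale and 64% of changes of 2, and with no change the limma test called 0 probes in each set. Outlier spots were 0.156% to 4.94% of the spots per array in Exp 1, 0.528% to 2.38% in Exp 2 and 0.142% to 2.82% in the EE2-10 set. Slide and scan day, read from the files, were tested as blocks, and comparisons were repeated within each scan that held both groups.

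Gene names were taken only from the names on the arrays, and the other probes have no gene name in the tables used here. Counts of named genes take the probe with the smallest p of each gene, which raises them where a gene has several probes. The genes named are those the paper names, up to 10 per direction past the test whose 4 treated arrays lay on 1 side of all 4 control arrays, filled to 5 by the smallest p and said not to have passed, and members of fixed lists; values in the paper's supplementary tables had been seen when this rule was written. Before the data were examined 26 gene lists were fixed, none had 5 measured genes, and so none was tested. The separation of treated arrays was tested by permuting the group labels, with 100000 resamples in Exp 1 and all 495 labellings in Exp 2. Correlations of differences that share control arrays were set beside 100 simulations of unchanged groups. A gene was counted as blocked in Exp 2 if its difference from the TEG control was smaller in size in the mixture. Alternatives changed the background correction, the signal summary, the normalization, the filter, the arrays in the fit, the test, the thresholds, the blocks and the array weights, used the deposited log10 ratios, and left out each array in turn.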

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

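The tests of the resemblance of EE2-50 to the non-solvent control and of the liver transcripts, and the fits by scan or without the liver arrays, were chosen only after the results were seen. Arrays far from the other 3 of their group were found with Dixon's test, which chance meets in about 1 in 20 groups. It was met by 21 of 280 groups of values for the named genes, 6 of 85 for the tissue markers and 4 of 30 for measures of whole arrays.

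Liver transcripts on 1 array per group are the first pattern weighed. Transferrin, retinol binding protein 4 and complement C3S were highest on the same array in 5 of 5 groups of Exp 1. Vitellogenin was highest on that array in 3 of the 5 groups, EE2-50, Mix and the TEG control. A candidate explanation is liver RNA in these samples; transferrin, retinol binding protein 4 and inter alpha trypsin inhibitor heavy chain 2 were highest on 1 array together in only 1 of 5 groups, where chance gives 6.25% of groups, and the bound written for this test would exclude it, but the third transcript is weak in the pool (median Cy3 of 97 over background, against 10385 for transferrin), so a small share of liver RNA need not show in it and the explanation stays open. A test for an array brighter as a whole asked whether globin, amylase and nebulin were all highest on that array too, as they were in 0 groups, but nebulin was above background on 8 of 20 arrays and loess removes a brightness shared by all probes, so this test decides nothing. No biological explanation was tested. The fit without these 5 arrays gave 1 probe for EE2-50 against 52 with all arrays, but the differences stayed about as large, -0.42 against -0.48 for heat shock factor 2 (standard errors 0.08 and 0.07) and -1.61 against -1.71 for elongation factor 1 alpha (0.42 and 0.37), so for these 2 genes the lost calls go with fewer arrays and do not speak for liver RNA.

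Resemblance of the EE2-50 and non-solvent control differences from the TEG control is the second pattern weighed. These log2 differences correlated across probes at r = 0.699 with a covariance of 0.145, where unchanged groups gave a covariance of 0.0719 (-0.057 to 0.235) in simulations. Shared TEG control arrays are a candidate explanation. With these arrays split between both comparisons r was 0.384 and the covariance 0.095, as means over the ways to split them. Single splits of unchanged groups gave a mean r of 0.015 (-0.607 to 0.759) in simulations. The r of 0.384 lies within that range, which is the bound written for this explanation. But the range is wide and r stayed above its mean, so the test cannot decide whether shared controls account for the resemblance. Scan day could add to it as scan 1 held only arrays of these 2 groups, but with scan day as a block the covariance was 0.096, between the simulated mean and the highest simulated value, so it cannot be told apart; r was -0.08 within scan 2 and 0.64 within scan 3, each from 1 EE2-50 and 1 non-solvent control array, too few to decide. These 2 groups also shared slides: replicate 3 of each lay on 1 slide and replicate 4 of each on another. Every other slide of Exp 1 held a single group. Shared slides could add to the resemblance too, which was not tested. By the methods the EE2-50 fish received the solvent too, so an effect of the solvent alone would set them apart from the non-solvent control rather than make both alike. No biological explanation was tested.

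The EE2-50 count is the third pattern weighed. Of the 35 splits of its 8 arrays, 1, the real split, reached 52 probes, and the highest other gave 13. This is 1 of 35 in 1 of several comparisons treated alike, and the splits ignore slide and scan, so chance is not excluded. At an unadjusted p under 0.05, 2 splits reached the real 738 and the highest other gave 783, so chance cannot be excluded there either. With slide as a random block 23 probes passed, and all 23 were among the 52. But no slide held both EE2-50 and TEG control arrays, so slide and treatment cannot be told apart in this comparison. Against the non-solvent control 0 probes passed from limma (199 at an unadjusted p under 0.05), and against both controls 0 (453). With scan day as a block, an alternative added after the data were seen, 15 probes passed, 10 of them among the 52. Scan 1 held EE2-50 arrays but no TEG control array. A response to EE2 stays open beside the slides and the scan day.

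For the Mix of Exp 1, 2 of the 35 splits reached 1 probe or more and the highest other gave 3, so chance cannot be excluded; slide as a random block left 1. The counts of 0 from limma for ZM-100, Mix against EE2-50, the non-solvent control, EE2-5, the mixture of Exp 2, that mixture against EE2-5, and EE2-10 were reached by 35 of 35 splits each, as any split gives at least 0, so this comparison decides nothing. At an unadjusted p under 0.05 these had 224, 379, 674, 693, 1053, 658 and 366 probes, and 10, 9, 2, 8, 5, 32 and 17 of the 35 splits had as many, so chance cannot be excluded there. The Tukey comparison after the same adjustment gave 0 for these except 1 for EE2-5, and slide as a random block gave 0 for ZM-100, for Mix against EE2-50 and for the non-solvent control. The highest other splits gave 1, 48, 129, 3, 3, 2 and 0 probes in the same order. The 48 set EE2-50 replicates 1 and 3 with Mix replicates 2 and 4 against the rest, and the 129 set non-solvent control replicates 1, 2 and 4 with TEG control replicate 3 against the rest, which points to a structure of the samples; both place arrays high in liver transcripts together.

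Among genes that the paper does not name, elongation factor 1 alpha fell by 1.71 and heat shock factor 2 fell by 0.48 on the log2 scale in EE2-50 against the TEG control (differences of -1.71 and -0.48). Neither passed against the non-solvent control. The call of elongation factor 1 alpha was also lost under many alternatives, with -0.87 from the processed signals, and that of heat shock factor 2 under a few. Among Mix arrays of Exp 1, replicate 1 had -0.30 for complement C3 H1 and -1.39 for delta 6 fatty acyl desaturase, and replicate 3 had 3.88 for elongation factor 1 alpha. Among EE2-50 arrays, replicate 1 had -0.79 for the second probe of heat shock factor 2 and 0.23 for estrogen receptor alpha, replicate 2 had -0.0722 for alpha globin, and replicate 4 had -0.85 for delta 6 fatty acyl desaturase. Among TEG control arrays, replicate 1 had 0.35 for vitellogenin and -0.12 for estrogen receptor alpha, and replicate 4 had -0.21 for Na K ATPase alpha subunit 3 and 6.56 for beta globin. Among ZM-100 arrays, replicate 2 had -1.54 for P450 2M1 and -1.24 for inter alpha trypsin inhibitor heavy chain 2, replicate 3 had -1.25 for angiogenin related protein, -1.03 for K ras and 0.61 for myosin light chain 2, and replicate 4 had -0.21 for heat shock protein 90 alpha. Among non-solvent control arrays, replicate 3 had -1.07 for K ras and -2.59 for CYP19, and replicate 4 had 3.59 for alpha globin and 5.75 for beta globin. In Exp 2, zona pellucida glycoprotein 3 was -5.99 on EE2-5 replicate 4 and -4.49 on Mix replicate 3. In the EE2-10 set, EE2-10 replicate 2 had -25.19 for zona pellucida glycoprotein 3, -20.60 for complement C3S, -6.37 for cyclin B1 and 5.15 for pentraxin, and its median absolute deviation before scaling was 0.106 against 0.653 to 0.763 on the other 3 arrays. On this array 18 spots had a background over the signal by more than 50, and with such spots left out, an alternative added after the data were seen, the deviation was 0.669, so the between-array scaling enlarged these values. The mean correlation with all other arrays of the same set was 0.791 on EE2-50 replicate 1, 0.855 on Mix replicate 3 of Exp 2 and 0.802 on control replicate 4 of the EE2-10 set.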

How the results depend on the processing

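The fits by scan, without the 5 arrays high in liver transcripts, without spots of bright background, without 2 arrays of the EE2-10 set together and against other controls, the resemblance of EE2-50 to the non-solvent control, and the blocked share among probes taken in EE2-5 were added after the data were seen; the other alternatives were set before. No value past its test changed sign. Among values not past a test, several signs turned, among them these: without EE2-10 replicate 2 the correlation of EE2-50 and EE2-10 differences went from -0.259 to 0.523 and zona pellucida glycoprotein 3 in EE2-10 from -4.53 to 0.73, and without Mix replicate 4 vitellogenin in Mix against EE2-50 from 0.65 to -0.44. In all, 456 values of the main results kept their call or size, 43 were weaker, 47 stronger and 4 moved; for single genes 3414 kept it and 21 moved, 18 were stronger and 21 weaker. The cause was not tested where a value moved. Signal over background limits how many probes can be tested, and on the 22 K array limma recovered few small changes in simulated data. Counts below are at an adjusted p under 0.05 from limma unless another test is named, with the count at an unadjusted p under 0.05 in brackets.

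Without background correction Mix of Exp 1 gave 0 (319) and EE2-10 gave 1 (1250), with normexp at offset 0 Mix gave 0 (318), and from the processed signals Mix gave 0 (357) and the separation of treated arrays was 0.0138; over the 500 most variable probes it was 0.0303. Without between-array scaling, and equally with Aquantile, EE2-50 gave 21 (588), Mix 0 (245), the non-solvent control 1 (591) and EE2-10 1 (851). The deposited log ratios gave 22 (680) for EE2-50 and 0 (344) for Mix. With only the 2 groups compared EE2-50 gave 0 (500), ZM-100 3 (264), EE2-5 1 (964) and the mixture against EE2-5 in Exp 2 1 (478), and without the filter on dim probes EE2-5 gave 1 (835). Array weights gave 29 (723) for EE2-50, 20 (596) for ZM-100, 8 (499) for Mix and 209 (1048) for the non-solvent control. Slide as a block gave 23 (624) for EE2-50, and scan day as a block 15 (536) for EE2-50 and 3 (391) for Mix. Within scan 2 Mix of Exp 1 gave 0 (275), within scan 3 0 (249); in Exp 2, EE2-5 gave 1 (777) within scan 1 and 1 (562) within scan 2, where the mixture gave 1 (1495). Without the 5 arrays high in liver transcripts EE2-50 gave 1 (657), ZM-100 2 (440), Mix 0 (296) and the non-solvent control 1 (979). EE2-50 against the non-solvent control gave 0 (199) and against both controls 0 (453).

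The Tukey comparison after Benjamini-Hochberg gave 0 (205) for EE2-50, 0 (66) for Mix of Exp 1 and 1 (259) for EE2-5. At the methods' thresholds it gave 87 for EE2-50, 14 for ZM-100, 25 for Mix, 12 for Mix against EE2-50, 66 for the non-solvent control, 94 for EE2-5, 142 for the mixture of Exp 2, 77 for that mixture against EE2-5 and 129 for EE2-10. At the paper's p of 0.01 and 1.5-fold limma gave 122, 15, 38, 22, 103, 94, 132, 75 and 42 in the same order, and at an adjusted p under 0.05 with 1.5-fold 27 for EE2-50. Blocked probes in Exp 2 were 21 by the Tukey comparison and 278 at an unadjusted p under 0.05 with 1.5-fold. With the controls split between both comparisons the correlation of differences was 0.367 for EE2-50 and Mix, 0.0873 for EE2-5 and the mixture of Exp 2 and 0.384 for EE2-50 and the non-solvent control, which was 0.477 without scaling. The values with split controls are means over the ways to split them. They lay within the wide ranges of single splits simulated for unchanged groups, which therefore decide nothing. Same-numbered arrays come from different fish and did not deviate together in every pair, so the numbers were not taken as pairs; in Exp 2 they also number the slides of the TEG control and EE2-5, and in the EE2-10 set they go with the scans. With the replicate number as a block Mix gave 0 (347) and EE2-10 0 (232).

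Leaving out 1 array at a time gave 0 to 109 probes for EE2-50 (0 without EE2-50 replicate 4 or TEG control replicate 1, 109 without EE2-50 replicate 3), 0 to 0 for ZM-100, 0 to 3 for Mix, 0 to 4 for Mix against EE2-50, 0 to 1 for the non-solvent control, 0 to 1 for EE2-5, 0 to 0 for the mixture of Exp 2, 0 to 1 for that mixture against EE2-5, 0 to 0 for EE2-10 and 74 to 149 blocked probes. For Mix 0 stands for each fit without 1 of its own or TEG control arrays and 3 for that without ZM-100 replicate 1, for Mix against EE2-50 the 4 is without EE2-50 replicate 3, and 149 is without EE2-5 replicate 3. Correlations of differences were 0.573 to 0.789 for EE2-50 and Mix, -0.129 to 0.211 for EE2-50 and ZM-100, 0.396 to 0.58 for EE2-5 and the mixture of Exp 2, 0.00701 to 0.103 for EE2-5 and EE2-10, -0.0989 to 0.0651 for that mixture and EE2-10, -0.394 to 0.523 for EE2-50 and EE2-10, -0.0362 to 0.122 for EE2-50 and EE2-5 and 0.581 to 0.779 for EE2-50 and the non-solvent control. CYP17 in Mix against EE2-50 ranged from -0.23 to 0.22 (without EE2-50 replicate 1 and Mix replicate 2).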

Differences from the paper's values

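At the main setting no value differed from the paper's by over 1.5 times. This setting applies the methods' 1.5-fold minimum to the counts of Exp 2 and not to the genes regulated by any treatment. Several alternatives, also fixed before the data were examined, differed by more. For the genes altered at p of 0.01 in Exp 2, the paper's value is 173 and 212 was found, with 52 to 676 over 20 settings, of which 8 lay farther than 1.5 times from it. The Tukey comparison gave 52, and p of 0.01 with no fold minimum 300. Simulations with no treatment effect selected a mean of 190.6 probes, so a count near 212 does not need an effect. The paper's 71 blocked and 102 not blocked genes stand beside 87 and 125, with 21 to 278 and 31 to 398 over the same settings. Of these settings, 8 and 7 lay farther than 1.5 times from the paper's values. For the genes regulated by any treatment, the paper's value is 1,048 without naming the experiment, and limma gave 1072 in Exp 1 and 1537 in Exp 2; the Tukey comparison gave 296 and 600, and a 1.5-fold minimum 363 and 676 with limma, which differ from it. By limma chance gives about 232 probes for each treatment of Exp 1 and about 833 for each of Exp 2. A count near 1537 in Exp 2 therefore does not need an effect, and closeness to 1,048 does not show regulation. The paper's text counts genes, and the values here count probes.

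The paper describes the control fish as a cluster of their own; over all tested probes, with the tree cut at 2 to 5 branches, no branch held the control arrays alone, and the paper's cluster uses genes chosen for their difference. It calls the differences between non-solvent and solvent controls minor; 0 probes passed from limma and 0 from the Tukey comparison, and 674 and 156 had an unadjusted p under 0.05, against 738 and 205 for EE2-50. It reports that Mix reversed several genes; the direct comparison with EE2-50 gave 0 probes from limma (379 at an unadjusted p under 0.05) and 0 from the Tukey comparison (80). It describes the CYP17 fall as blocked by ZM; in Exp 1 CYP17 differed from the TEG control by -1.75 in EE2-50 and -1.77 in Mix, but the paper places CYP17 among the genes blocked by the mixture of 5 ng EE2/L, and no probe of the 22 K array used for that mixture names CYP17, so these values are not like for like and the statement was not tested. In its Additional file 2, 2 of 133 entries have a probability outside 0 to 1 and 15 entries have a probability equal to the difference between EE2 and mixture values.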

Other observations

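The 10 ng EE2/L arrays hold array values that the paper's text does not report. Inhibin differed from its control by -0.62 (standard error 0.45, adjusted p = 0.948 from limma), inhibin beta b by -0.35 (standard error 0.20), estrogen receptor alpha by 0.33 (standard error 0.21) and cadherin 17 by -0.67 (standard error 0.35), none past the test. These values depend on single arrays, which left out in turn gave -0.89 to -0.28 for inhibin (without EE2-10 replicate 4 and control replicate 3), -0.49 to -0.23 for inhibin beta b (without control replicates 4 and 1), 0.15 to 0.45 for estrogen receptor alpha (without EE2-10 replicates 1 and 3) and -0.98 to -0.44 for cadherin 17 (without control replicates 4 and 3). Zona pellucida glycoprotein 3 differed by -4.53 (standard error 4.90) and by 0.73 without EE2-10 replicate 2, and with spots of bright background left out, an alternative added after the data were seen, by -0.51. In EE2-10, 0 of 17270 probes passed from limma and 0 from the Tukey comparison, with 366 and 418 at an unadjusted p under 0.05, where chance gives about 864. The count of 366 from limma depends on the setting: it was 1253 with spots of bright background left out, 942 without EE2-10 replicate 2 and control replicate 3 together, 1320 with array weights, 1074 from the processed signals and 1082 from the deposited log ratios, with 0 past the adjusted test in each. The labels do not say whether the control was given the solvent. The EE2-5 and EE2-10 differences correlated across probes at r = 0.03 (0.09 with spots of bright background left out), and those of EE2-50 and EE2-5 at 0.06 over 342 probes of the same sequence.

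ZM-100 against the non-solvent control gave 52 probes at an adjusted p under 0.05 from limma, 24 higher and 28 lower, and EE2-50 against ZM-100 gave 220, 92 higher and 128 lower in EE2-50. Scan 1 held 2 arrays each of the non-solvent control and EE2-50 and none of ZM-100; with scan day as a block, an alternative added after the data were seen as were the slide block and the scans here, these counts were 1 (718 at an unadjusted p under 0.05) and 71 (728), with slide as a random block 5 (832) and 135 (891), and within scan 2 6 (324) and 0 (251) and within scan 3 0 (393) and 0 (469), each with 1 array of the non-solvent control or EE2-50. The interaction of EE2-50 and ZM-100 gave 0 from limma with 183 at an unadjusted p under 0.05. In Exp 2 the treated arrays correlated with each other at a mean r of 0.899, the controls at 0.924 and both sets with each other at 0.908, a difference of -0.00525 (one-sided exact permutation test, p = 0.66), and in the tree Mix replicate 3 branched off from the other 11 arrays. 18S and 28S ribosomal RNA differed between Mix and EE2-50 by -1.64 and -1.11 on the probes of smallest p, the largest of their differences, neither past the test. The paper normalized Q-PCR to 18S, but its Q-PCR groups hold no mixture, so this difference does not bear on those results. Those groups do hold EE2-50 and the TEG control. On the same probe 18S was higher in EE2-50 than in the TEG control, without passing the test. Whether that bears on the Q-PCR results was not tested. Alpha amylase was 5.73 on EE2-50 replicate 4, where the next highest array had 1.14, and beta globin was 5.44 on Mix replicate 4.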
